# GTPBP1 resolves paused ribosomes to maintain neuronal homeostasis

**DOI:** 10.7554/eLife.62731

**Published:** 2020-11-13

**Authors:** Markus Terrey, Scott I Adamson, Alana L Gibson, Tianda Deng, Ryuta Ishimura, Jeffrey H Chuang, Susan L Ackerman

**Keywords:** tRNA-Arg-TCT-4-1, ribosome stalling, cerebellum, granule cells, hippocampus, retina, Mouse

## Abstract

Ribosome-associated quality control pathways respond to defects in translational elongation to recycle arrested ribosomes and degrade aberrant polypeptides and mRNAs. Loss of a tRNA gene leads to ribosomal pausing that is resolved by the translational GTPase GTPBP2, and in its absence causes neuron death. Here, we show that loss of the homologous protein GTPBP1 during tRNA deficiency in the mouse brain also leads to codon-specific ribosome pausing and neurodegeneration, suggesting that these non-redundant GTPases function in the same pathway to mitigate ribosome pausing. As observed in *Gtpbp2*^-/-^ mice (Ishimura et al., 2016), GCN2-mediated activation of the integrated stress response (ISR) was apparent in the *Gtpbp1*^-/-^ brain. We observed decreased mTORC1 signaling which increased neuronal death, whereas ISR activation was neuroprotective. Our data demonstrate that GTPBP1 functions as an important quality control mechanism during translation elongation and suggest that translational signaling pathways intricately interact to regulate neuronal homeostasis during defective elongation.

## Introduction

Translation of mRNA into protein utilizes four principle cycles: translation initiation, elongation, termination and ribosome recycling (Schuller and Green, 2018). During translation initiation, eukaryotic translation initiation factors (eIFs) mediate assembly of an 80S ribosome and an initiator methionyl-tRNA at the start codon. Subsequently, the elongating 80S ribosome moves along the mRNA decoding mRNA triplets until the termination codon is reached where eukaryotic peptide chain release factors (eRFs) stimulate the release of the nascent protein. Lastly, to permit engagement of ribosomes in new rounds of translation, the terminated 80S ribosome complex is separated into the 40S and 60S subunits and released from the mRNA by ATP-binding cassette sub-family E member 1 (ABCE1).

Although much attention has been dedicated to the regulation of protein synthesis through translation initiation, collective evidence highlights the effect of translation elongation and its kinetics on protein synthesis (Stein and Frydman, 2019). Elongation rates not only vary between mRNAs generated from different genes but rates also fluctuate across a given transcript (Chaney and Clark, 2015; Kaiser and Liu, 2018; Rodnina, 2016). Multiple factors including secondary structure of mRNAs, availability of tRNAs, interactions of the nascent peptide with the ribosome and codon identity influence elongation rates, and variations in these rates affect co-translational protein folding, translational fidelity, and gene expression through mRNA decay (Brule and Grayhack, 2017; Buhr et al., 2016; Chaney and Clark, 2015; Drummond and Wilke, 2008; Rodnina, 2016; Spencer et al., 2012; Thommen et al., 2017; Wolf and Grayhack, 2015; Yu et al., 2015).

With growing evidence suggesting translation elongation is regulated, elaborate mRNA surveillance mechanisms that resolve translation elongation defects have been identified (Brandman and Hegde, 2016; Joazeiro, 2019). We previously reported that an ENU-induced null mutation (*nmf205*) in the translational GTPase (trGTPase) GTPBP2 causes early, widespread neurodegeneration when present on the common inbred mouse strain C57BL/6J (B6J) (Ishimura et al., 2014). Neuron death in B6J-*Gtpbp2^nmf205^*^/*nmf205*^ (B6J-*Gtpbp2*^-/-^) mice is a result of the epistatic interaction between the null mutation in *Gtpbp2* and a hypomorphic mutation present in the B6J strain that disrupts processing of the brain-specific, nuclear encoded tRNA, *n-Tr20. n-Tr20* is widely expressed in neurons and is the most highly expressed of the five tRNA^Arg^_UCU_ genes in the brain, and the B6J-associated mutation reduces the pool of available tRNA^Arg^_UCU_ (Ishimura et al., 2014; Kapur et al., 2020). In the absence of *Gtpbp2*, translating ribosomes in the cerebellum exhibit prolonged pauses at AGA codons, suggesting GTPBP2 acts as a ribosome-rescue factor to resolve codon-specific ribosome pausing that occurs when the available pool of cognate tRNAs is limited. The essential role of *Gtpbp2* in neuronal homeostasis was further revealed by the identification of mutations in *Gtpbp2* causing neurological defects and intellectual disabilities in humans (Bertoli-Avella et al., 2018; Carter et al., 2019; Jaberi et al., 2016).

Defects in translation elongation may feedback to regulate translation initiation, supporting the emerging link between translation elongation and initiation to control global translation (Chu et al., 2014; Inglis et al., 2019; Liakath-Ali et al., 2018; Sanchez et al., 2019). Translation is highly regulated by two signaling pathways: the mTOR signaling pathway and the integrated stress response (ISR). mTOR complex 1 (mTORC1) phosphorylates the ribosomal protein S6 kinase (S6K1) and the eIF4E binding protein 1 (4E-BP1) to positively regulate translation initiation and elongation (Nandagopal and Roux, 2015; Thoreen, 2017). The ISR reprograms the translatome by inhibiting translation initiation to suppress global translation via phosphorylation of the translation initiation factor eIF2α (p-eIF2α^S51^) which inhibits formation of the ternary complex, while allowing translation of stress-responsive genes such as ATF4 (Harding et al., 2003; Wortel et al., 2017). In the B6J-*Gtpbp2*^-/-^ cerebellum, ribosome stalling is accompanied by induction of the ISR (Ishimura et al., 2014). Phosphorylation of eIF2α in the B6J-*Gtpbp2*^-/-^ cerebellum is mediated by GCN2, one of four known kinases in mammals (Dalton et al., 2012), which are activated during distinct cellular or environmental stressors. Deletion of *Gcn2* in B6J-*Gtpbp2*^-/-^ mice led to increased neurodegeneration, demonstrating GCN2-dependent activation of the ISR acts to partially restore cellular homeostasis (Chesnokova et al., 2017; Dalton et al., 2012; Ishimura et al., 2016).

In addition to *Gtpbp2*, the genome of many eukaryotes contains a related gene, *Gtpbp1* (Atkinson, 2015). A previous report demonstrated that loss of *Gtpbp1* in mice did not lead to overt defects, suggesting functional redundancy between *Gtpbp1* and *Gtpbp2* (Senju et al., 2000). However, here we demonstrate that loss of *Gtpbp1* in mice with the B6J-associated mutation in *n-Tr20* causes neurodegeneration identical to that observed in B6J-*Gtpbp2*^-/-^ mice. Furthermore, ribosome footprint profiling analysis suggests GTPBP1 functions as a novel ribosome-rescue factor to resolve ribosome pausing defects during tRNA deficiency. As observed in B6J-*Gtpbp2*^-/-^ mice, the ISR is also induced in the B6J.*Gtpbp1*^-/-^ brain and protects neurons from ribosome-pausing induced neurodegeneration. Finally, we show that deficiencies in ribosome pause resolution alter mTOR signaling in a cell type-specific manner, suggesting that differences in the modulation of translational signaling pathways may contribute to the selective neurodegeneration observed with defects in translation elongation.

## Results

### Loss of *Gtpbp1* leads to widespread neurodegeneration when tRNA is deficient

Previously we demonstrated that loss of the trGTPase GTPBP2 causes progressive neurodegeneration in mice (Ishimura et al., 2014). However, mice homozygous for a null mutation in *Gtpbp1*, which encodes a structurally related trGTPase (Figure 1A), were reported to have no apparent phenotypes on a mixed genetic background (Senju et al., 2000). Both GTPBP2 and GTPBP1 are expressed in many tissues, and in situ hybridization revealed that transcripts of these genes were widely expressed throughout the brain (Ishimura et al., 2014; Senju et al., 2000; Figure 1B–D, Figure 1—figure supplement 1A and B). Interestingly, expression of *Gtpbp1* and *Gtpbp2* occurred both in neurons that degenerate in *Gtpbp2*^-/-^ mice (e.g. cerebellar granule cells, dentate gyrus (DG) granule cells, neurons in cortical layer IV) and those that do not (e.g. hippocampal pyramidal cells and non-layer IV cortical neurons) suggesting possible functional redundancy between these genes in some cell types.

**Figure 1.**
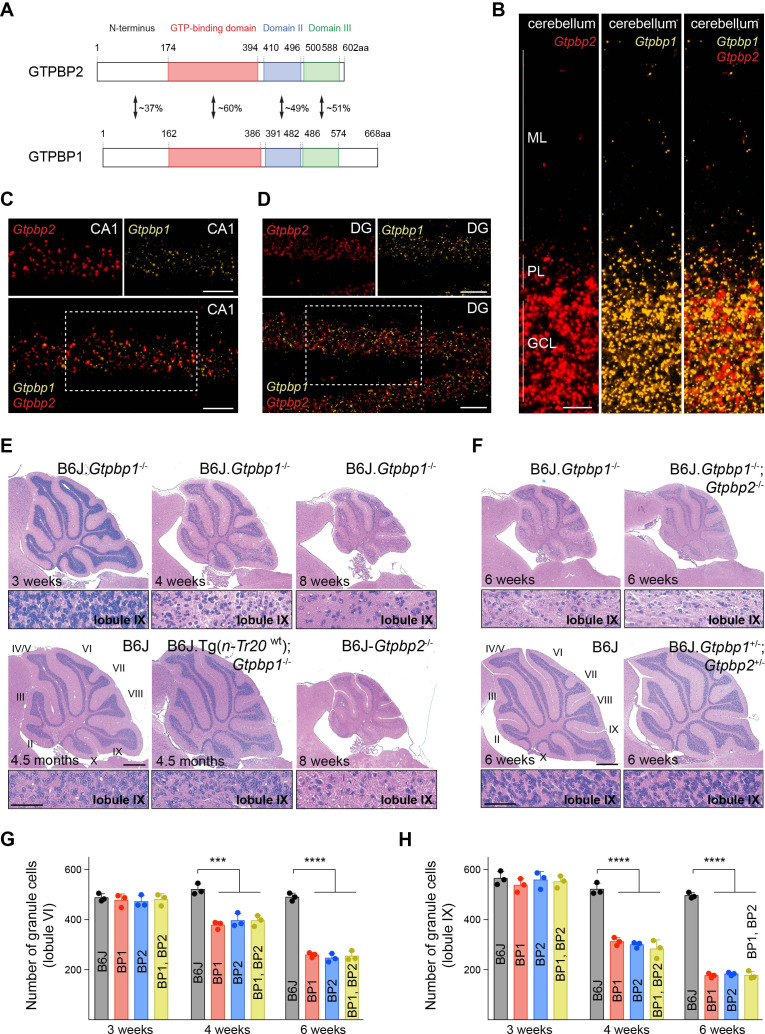
tRNA deficiency induces neurodegeneration in B6J.*Gtpbp1*^-/-^ mice. (**A**) Domain structure of mouse GTPBP2 and GTPBP1. The percent of identical amino acids for each domain is shown. (**B–D**) In situ hybridization demonstrating ubiquitous expression of *Gtpbp1* (yellow) and *Gtpbp2* (red) in the P28 wild type (B6J) cerebellum (**B**), and CA1 region of the hippocampus (**C**), dentate gyrus (DG) (**D**) (n = 2 mice). Images of individual probes from areas defined by rectangles in *C* and *D* are shown above merged images. (**E, F**) Hematoxylin and eosin staining of sagittal sections of the cerebellum (n = 3–4 mice/genotype). Higher magnification images of lobule IX are shown below each genotype. Cerebellar lobes are indicated by Roman numerals. (**G, H**) Number of cerebellar granule cells in lobule VI (**G**) and lobule IX (**H**) of 3-, 4-, and 6-week-old BP1 (B6J.*Gtpbp1*^-/-^); BP2 (B6J-*Gtpbp2*^-/-^); and BP1, BP2 (B6J.*Gtpbp1*^-/-^; *Gtpbp2*^-/-^) mice (n = 3 mice/genotype). Data represent mean + SD. ML, molecular cell layer; PL, Purkinje cell layer; GCL, granule cell layer. Scale bars: 20 μm (**B, C, D**); 500 μm and 50 μm (higher magnification) (**E, F**). One-way ANOVA was corrected for multiple comparisons using Tukey method (**G, H**). ***p≤0.001, ****p≤0.0001. Figure 1—source data 1.tRNA deficiency induces neurodegeneration in B6J.*Gtpbp1*^-/-^ mice.

**Figure 1—figure supplement 1.**
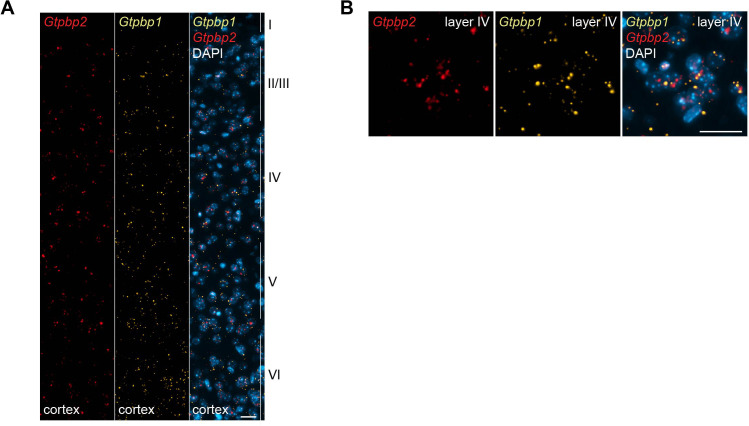
Expression of *Gtpbp1* and *Gtpbp2* in the mouse cortex. (**A and B**) In situ hybridization was performed on P28 B6J mice demonstrating ubiquitous expression of *Gtpbp1* (yellow) and *Gtpbp2* (red) throughout the cortex (**A**) and specifically in layer IV (**B**) (n = 2 mice). Sections were counterstained with DAPI (blue). Cortical layers are indicated by Roman numerals. Scale bar: 20 μm (**A, B**).

**Figure 1—figure supplement 2.**
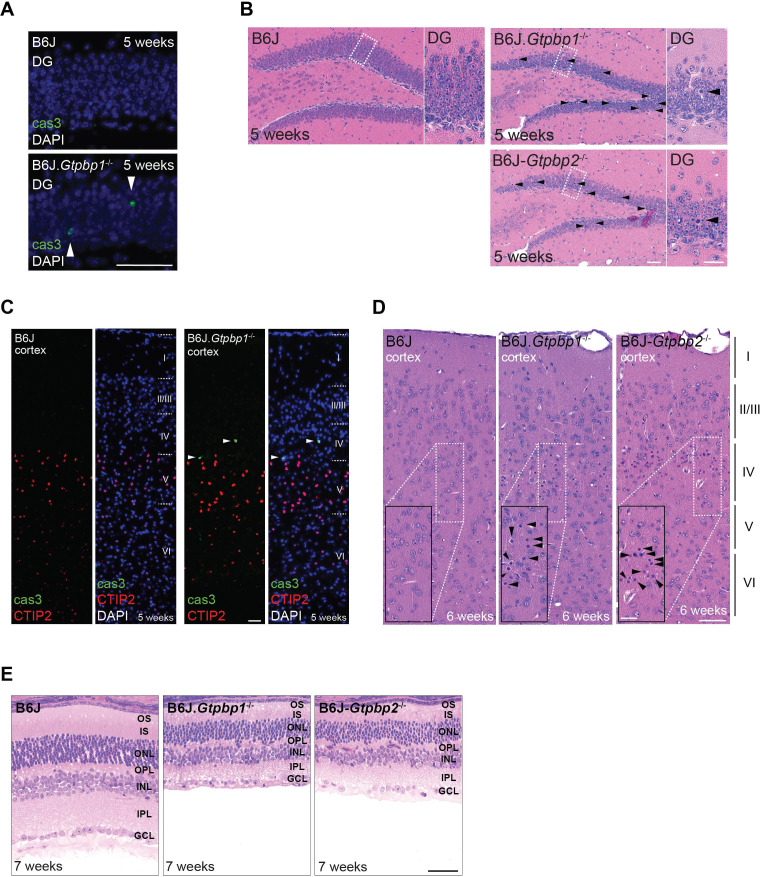
Extensive neurodegeneration in B6J.*Gtpbp1*^-/-^ mice. (**A**) Immunofluorescence of hippocampal sections of the dentate gyrus (DG) with antibodies against cleaved caspase 3 (cas3, green; arrowheads indicate positive cells). Sections were counterstained with DAPI, (n = 3 mice/genotype). (**B**) Hematoxylin and eosin-stained sagittal sections of the DG (n ≥ 3 mice/genotype). Higher magnification images of the region indicated by the rectangle are shown for each genotype. Arrowheads indicate pyknotic cells. Note the similarity in neurodegeneration between mutant genotypes. (**C**) Immunofluorescence on cortical sections with antibodies against cleaved caspase 3 (cas3, green) and CTIP2 (red) to identify layer V neurons (n = 3 mice). Sections were counterstained with DAPI. Cortical layers are indicated by Roman numerals. Note the cas3-positive neurons in layer IV (above layer V CTIP2^+^ neurons). (**D**) Hematoxylin and eosin-stained sagittal sections of the cortex from 6-week-old mice (n ≥ 3 mice/genotype). Cortical layers are indicated by Roman numerals and higher magnifications (dashed line rectangle) of layer IV of the cortex are shown. (**E**) Hematoxylin and eosin-stained retina sections (n = 2–3 mice/genotype). Note the similarity in neurodegeneration between mutant genotypes. Scale bars: 50 μm (**A, E**); 25 μm (**C**); 50 μm and 20 μm (higher magnification) (**B, D**). OS, outer segment; IS, inner segment; ONL, outer nuclear layer; OPL, outer plexiform layer; INL, inner nuclear layer; IPL, inner plexiform layer; GCL, ganglion cell layer.

To investigate if phenotypes in *Gtpbp1*^-/-^ mice are dependent on genetic background as observed for B6J-*Gtpbp2*^-/-^ mice, we generated congenic B6J.*Gtpbp1*^-/-^ mice. Like B6J-*Gtpbp2*^-/-^ mice, B6J.*Gtpbp1*^-/-^ mice were indistinguishable from littermate controls at 3 weeks of age, developed overt ataxia by 6 weeks, and died by 8 weeks of age. Cerebellar degeneration was also similar to that observed in B6J-*Gtpbp2*^-/-^ mice (Ishimura et al., 2014; Figure 1E). Apoptotic granule cells were observed in caudal lobes of the cerebellum just prior to 4 weeks of age and these neurons progressively died in a posterior to anterior manner. As previously observed in B6J-*Gtpbp2*^-/-^ mice, granule cells in the DG, layer IV cortical neurons and multiple neurons in the retina degenerated in B6J.*Gtpbp1*^-/-^ mice, but cell death was not observed for other neurons such as hippocampal pyramidal cells or neurons in the other layers of the cortex (Figure 1—figure supplement 2A–E). Consistent with the dependency of cerebellar granule cell degeneration on levels of *n-Tr20*, a tRNA^Arg^_UCU_ gene with a processing mutation in the B6J strain, transgenic expression of wild type *n-Tr20* greatly attenuated degeneration of these neurons as has previously been observed for B6J-*Gtpbp2*^-/-^ mice (Figure 1E).

To genetically test for compensation between *Gtpbp1* and *Gtpbp2*, we analyzed mice that had mutations in both genes. Neurodegeneration was not observed in mice heterozygous for mutations in both *Gtpbp1* and *Gtpbp2* (Figure 1F). Furthermore, the onset, progression and specificity of neurodegeneration were similar between B6J.*Gtpbp1*^-/-^; *Gtpbp2*^-/-^, B6J.*Gtpbp1*^-/-^ and B6J-*Gtpbp2*^-/-^ mice (Figure 1F–H). These results suggest that *Gtpbp1* and *Gtpbp2* are functionally distinct and act in a common pathway to mediate cellular homeostasis that is necessary for neuron survival.

### GTPBP1 is a novel ribosome-rescue factor

The genetic interaction between the B6J-derived *n-Tr20* mutation and the loss of *Gtpbp1* suggested that like GTPBP2, GTPBP1 might act as a rescue factor for ribosomes paused at AGA codons. To investigate this possibility, we performed ribosome profiling on cerebella from 3-week-old B6J.*Gtpbp1*^-/-^ and B6J mice. 

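Ribosome profiling sequences the stretches of mRNA that ribosomes protect from nuclease digestion (footprints). It was performed on the cerebellum of 3 B6J, 3 B6J.*Gtpbp1*-/- and 3 B6J-*Gtpbp2*-/- mice at P21, with 1 library for each mouse. The authors deposited, for each library, the number of footprints counted on the coding sequence of each of 22523 genes, without normalization, after alignment of the reads to the mouse genome. The libraries held between 3630823 and 10442573 counted footprints, with a median of 4489970 in B6J, 7054063 in B6J.*Gtpbp1*-/- and 6281637 in B6J-*Gtpbp2*-/- mice. The 10 genes with the most footprints took between 4.10% and 6.02% of the counts of a library. Across genes, which are not independent replicates, Pearson's r between the log2 normalized counts of mice of the same genotype was between 0.948 and 0.970. Replicates differed by more than counting noise, with a chi-square per gene of at least 11.3 between mice of the same genotype. Counts per gene do not hold the position of a footprint, so the ribosome occupancy of single codons cannot be computed from them. For each gene, footprints were compared between genotypes with edgeR's quasi-likelihood test after TMM normalization, a comparison chosen after the data were seen. An adjusted p of at most 0.05 (Benjamini-Hochberg) was reached by 104 of 13956 genes in B6J.*Gtpbp1*-/- mice, of which 80 had more footprints than in B6J mice. The threshold was reached by 406 of 13797 genes in B6J-*Gtpbp2*-/- mice, of which 176 had more footprints. Between the 2 mutants, it was reached by 0 of 14142 genes, while 1523 genes had an unadjusted p under 0.05. Leaving out B6J replicate 1 lowered the number for B6J.*Gtpbp1*-/- mice from 104 to 22, and DESeq2 raised it to 406. Without B6J replicate 3, 89 genes had more and 97 fewer footprints in B6J.*Gtpbp1*-/- mice, so the majority direction among the genes past the threshold depended on this mouse. For B6J-*Gtpbp2*-/- mice, 83 of 151 genes had more footprints without B6J-*Gtpbp2*-/- replicate 2, so the majority direction was not stable there either. The Y-linked gene *Ddx3y* had 330 to 835 footprints in B6J replicates 1 and 2 and B6J.*Gtpbp1*-/- replicate 1, and at most 25 in the other footprint libraries. The sexes were therefore not balanced between the genotypes, and no footprint test had sex as a covariate. The genes of bone and skeletal muscle *Col1a1* and *Myh1* had 1147 ± 448 and 5.55 ± 1.97 normalized counts (CPM, from edgeR) in the footprints of B6J.*Gtpbp1*-/- mice, against 327.5 ± 209 and 0.444 ± 0.589 in B6J and 353 ± 169 and 0.857 ± 1.40 in B6J-*Gtpbp2*-/- mice (SD, n = 3 each). *Col1a1* did not pass in B6J.*Gtpbp1*-/- mice (adjusted p = 0.257 from edgeR's test).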

As previously observed in the B6J-*Gtpbp2*^-/-^ cerebellum, ribosome occupancy dramatically increased in the B6J-*Gtpbp1*^-/-^ cerebellum when AGA codons were in the A-site of the ribosome (Figure 2A and B, Figure 2—figure supplement 1A). 

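For each mutant library, the paper's Supplementary file 1 lists the genes whose ribosome occupancy at AGA codons passed its z-score threshold. In B6J.*Gtpbp1*-/- mice, the paper lists 573, 974 and 1286 genes for replicates 1, 2 and 3, and in B6J-*Gtpbp2*-/- mice 634, 222 and 861 genes. In the deposited counts, the listed genes held 21.1%, 25.8% and 30.9% of the footprints of the 3 B6J.*Gtpbp1*-/- libraries, and 19.1%, 9.79% and 20.2% of those of the 3 B6J-*Gtpbp2*-/- libraries. Of the 13512 genes with at least 5 footprints in all 3 B6J.*Gtpbp1*-/- libraries, the paper's lists hold 1706, with a median of 856 footprints per library against 164 for the genes not listed. The lists hold 1163 of 13128 such genes in B6J-*Gtpbp2*-/- mice, with a median of 799 footprints against 174. Of these listed genes, 40.7% belonged to the tenth of the genes with the most footprints in B6J.*Gtpbp1*-/- mice, and 40.7% in B6J-*Gtpbp2*-/- mice. The paper's lists hold 1752 genes for B6J.*Gtpbp1*-/- mice, 768 of them (43.8%) in at least 2 libraries, and 1193 genes for B6J-*Gtpbp2*-/- mice, 406 of them (34.0%) in at least 2 libraries. The share in at least 2 libraries rose with the number of footprints. When the listed genes were divided into quartiles by their mean footprint count, the share was 27.2%, 34.9%, 46.8% and 66.4% from the lowest to the highest quartile in B6J.*Gtpbp1*-/- mice. The shares were 20.1%, 22.8%, 34.9% and 58.4% in B6J-*Gtpbp2*-/- mice. The median count of the listed genes was 295 footprints per library in the lowest and 2768 in the highest quartile in B6J.*Gtpbp1*-/- mice, and 270 and 2556 in B6J-*Gtpbp2*-/- mice.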

Comparison of genes with AGA pauses revealed that approximately 50% of pausing genes were shared between libraries generated from individual B6J.*Gtpbp1*^-/-^ mice, and this was also true for B6J-*Gtpbp2*^-/-^ mice, supporting that AGA pausing is likely stochastic (Figure 2C). Similarly, about 50% of genes with AGA pausing intersected between B6J.*Gtpbp1*^-/-^ and B6J-*Gtpbp2*^-/-^ mice (Figure 2—figure supplement 1B, Supplementary file 1). 

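The paper's lists, of 1752 genes for B6J.*Gtpbp1*-/- and 1193 for B6J-*Gtpbp2*-/- mice, have 805 genes in common. This is 37.6% of the genes listed for either mutant, and a larger share of each list taken alone. In the deposited counts, the genes listed for both mutants had a median of 1020 footprints per library over the 6 mutant libraries (lower and upper quartiles 531 and 2014). The 947 genes listed for B6J.*Gtpbp1*-/- mice only had a median of 680 footprints (383 and 1311), and the 388 genes listed for B6J-*Gtpbp2*-/- mice only had a median of 571 (330 and 964). From the share of pausing genes in common between libraries, the paper proposes that pausing at AGA codons is likely stochastic.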

Consistent with stochastic pausing at AGA codons, gene ontology (GO) analysis of genes with pauses revealed enrichment in numerous biological processes and the majority of these processes were enriched in both *Gtpbp1* and *Gtpbp2* (Figure 2—figure supplement 1C). Thus, our data suggest that both GTPBP1 and GTPBP2 rescue stochastic ribosome-pausing events when the tRNA^Arg^_UCU_ pool is reduced.

**Figure 2.**
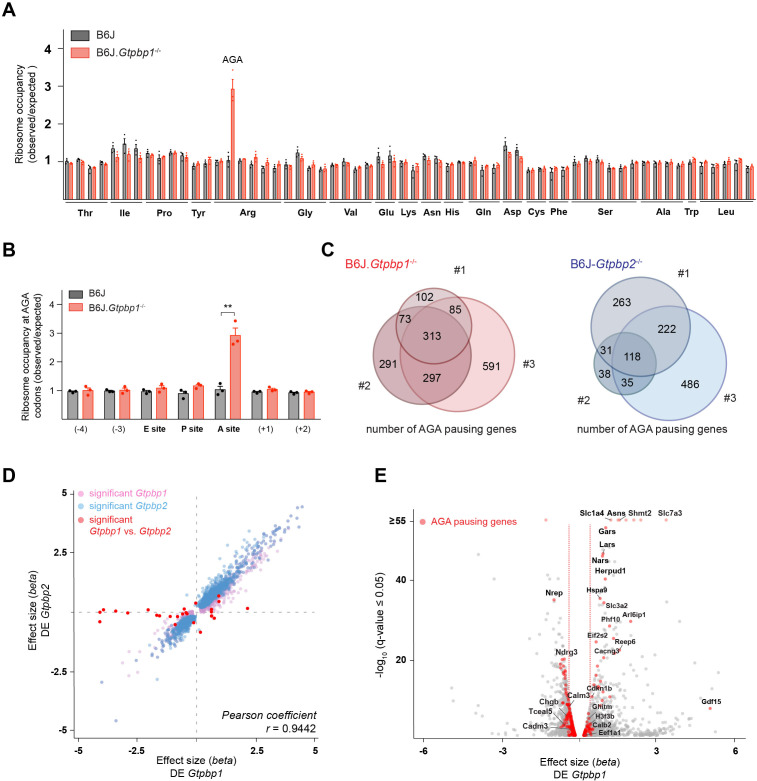
GTPBP1 resolves ribosome pausing induced by tRNA deficiency. (**A**) Ribosome occupancy was calculated by dividing the number of genome-wide reads at codons by the expected reads in the ribosomal A-site (n = 3 biological replicates). Data represent mean + SEM. Note that ribosome occupancy increased only at AGA codons in P21 B6J.*Gtpbp1*^-/-^ mice. (**B**) Ribosome occupancy at AGA codons was calculated by dividing genome-wide reads at AGA codons by expected reads. Data represent mean + SEM from ribosome profiling from cerebella of P21 B6J and B6J.*Gtpbp1*^-/-^ mice (n = 3 biological replicates). (**C**) Venn diagram of genes with increased ribosome occupancy at AGA codons (z-score ≥10) between libraries prepared from individual B6J.*Gtpbp1*^-/-^ (red) or B6J-*Gtpbp2*^-/-^ (blue) mice (biological replicates 1–3). (**D**) Significant (q-value ≤0.05, q-value refers to the corrected p-value using Benjamini-Hochberg correction) transcriptional changes in gene expression between P21 B6J and B6J.*Gtpbp1*^-/-^ cerebellum (x-axis, DE *Gtpbp1*) are plotted against those between P21 B6J and B6J-*Gtpbp2*^-/-^ cerebellum (y-axis, DE *Gtpbp2*) (n = 3 biological replicates). Significant (q-value ≤0.05) *Gtpbp1*-dependent expression changes are colored in pink and *Gtpbp2*-dependent expression changes in blue. Significant (q-value ≤0.05) transcriptional changes in gene expression between B6J.*Gtpbp1*^-/-^ and B6J-*Gtpbp2*^-/-^ are shown in red (27 genes). The *beta* effect size is analogous to the natural log fold change in expression. (**E**) Analysis of differential gene expression between P21 B6J and B6J.*Gtpbp1*^-/-^ mice (DE *Gtpbp1*). Significant (q-value ≤0.05) transcriptional changes in gene expression are shown in grey, and genes with increased AGA ribosome occupancy (z-score ≥10, detected in at least two biological replicates) that are differentially expressed are highlighted in red (260 genes). The *beta* effect size is analogous to the natural log fold change in expression and 1.5-fold changes in gene expression are indicated by the red dashed lines. Multiple *t* tests were corrected for multiple comparisons using Holm-Sidak method (**B**). **p≤0.01. Figure 2—source data 1.GTPBP1 resolves ribosome pausing induced by tRNA deficiency.

**Figure 2—figure supplement 1.**
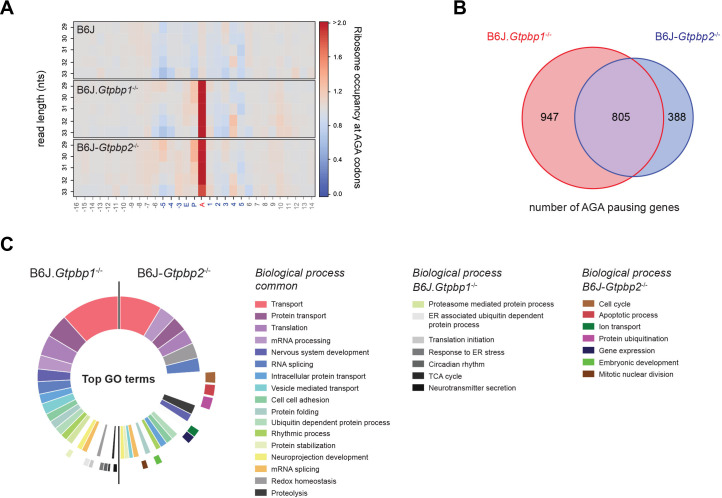
*Gtpbp1* and *Gtpbp2* resolve AGA pauses. (**A**) Heatmap of ribosome occupancy (observed/expected reads) at AGA codons relative to nucleotide (nts) length of ribosome protected fragments. Note the increase in ribosome occupancy at the A-site AGA codon in P21 B6J.*Gtpbp1*^-/-^ and B6J-*Gtpbp2*^-/-^ mice (n = 3 biological replicates). (**B**) Venn diagram of all genes with increased AGA ribosome occupancy (z-score ≥10) observed in P21 B6J.*Gtpbp1*^-/-^ and B6J-*Gtpbp2*^-/-^ mice (n = 3 biological replicates). (**C**) Gene Ontology (GO) analysis using all AGA pausing genes (z-score ≥10) from P21 B6J.*Gtpbp1*^-/-^ and B6J-*Gtpbp2*^-/-^ mice. Top 24 enriched categories (Benjamini-Hochberg adjusted p-value≤0.05) are shown. The inner circle and outer circle represent GO categories that are shared between mutant genotypes or unique to each genotype, respectively.

To determine if transcriptional changes are shared upon loss of *Gtpbp1* and *Gtpbp2*, we performed RNA-sequencing analysis. 

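Poly(A)-selected RNA from the cerebellum of 3 B6J, 3 B6J.*Gtpbp1*-/- and 3 B6J-*Gtpbp2*-/- mice at P21 was sequenced as paired-end reads, with 1 library for each mouse. The authors deposited estimated counts and TPM for each transcript of Gencode M20, computed with kallisto with its correction for sequence bias. These estimated counts were rounded after summing them over the transcripts of each of 54752 genes. Totals lay between 37794598 and 52114400 counts per library, with a median of 50301391 in B6J, 44243134 in B6J.*Gtpbp1*-/- and 50878852 in B6J-*Gtpbp2*-/- mice. Mitochondrial genes took between 5.61% and 6.18% of the counts in B6J mice and between 4.42% and 5.04% in the mutants. Across genes, which are not independent replicates, Pearson's r of log2 normalized counts was between 0.955 and 0.986 for mice of the same genotype, and replicates differed by more than counting noise (chi-square per gene of at least 17.8). The Y-linked gene *Ddx3y* had 4663 to 6574 counts in B6J replicate 2 and B6J.*Gtpbp1*-/- replicates 1 and 2 and at most 26 counts in the other RNA libraries, so the sexes were not balanced between the genotypes. Counts were normalized with edgeR's TMM method and given as CPM, relative to the effective size of each library. *Gtpbp1* (ENSMUSG00000042535), which lies on chromosome 15 of GRCm38 from 79690845 to 79721479, had 71.8 ± 5.61 (SD, n = 3) CPM in B6J and 43.2 ± 1.30 (SD, n = 3) in B6J.*Gtpbp1*-/- mice. Its log2 fold change in B6J.*Gtpbp1*-/- mice was -0.73 (standard error 0.082, adjusted p = 5.94e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in footprints it was -1.57 (standard error 0.227, adjusted p = 0.00676 from the same test). In the B6J.*Gtpbp1*-/- line part of exon 3 and all of exon 4 of the gene are replaced by a PGK-Neo cassette, and reads from the remaining exons are counted. *Gtpbp2* (ENSMUSG00000023952) lies on chromosome 17 from 46161032 to 46169370. It had 82.7 ± 7.58 CPM in B6J, 71.2 ± 5.13 in B6J-*Gtpbp2*-/- and 105 ± 4.27 in B6J.*Gtpbp1*-/- mice (SD, n = 3 each). The change in B6J-*Gtpbp2*-/- mice did not pass the test (log2 fold change -0.22, adjusted p = 0.190 from edgeR's test), and its sign depended on how transcript length was handled (0.32 with an offset for transcript length). The TPM of the protein-coding transcript *Gtpbp2*-201 was 31.7 ± 2.36 in B6J and 21.4 ± 2.83 in B6J-*Gtpbp2*-/- mice (SD, n = 3), while that of the transcript *Gtpbp2*-212, annotated as a retained intron, was 7.30 ± 2.22 and 22.7 ± 1.72. In B6J.*Gtpbp1*-/- mice the expression of *Gtpbp2* rose, with a log2 fold change of 0.34 (standard error 0.083, adjusted p = 0.0154 from edgeR's test).

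**Figure D1:**
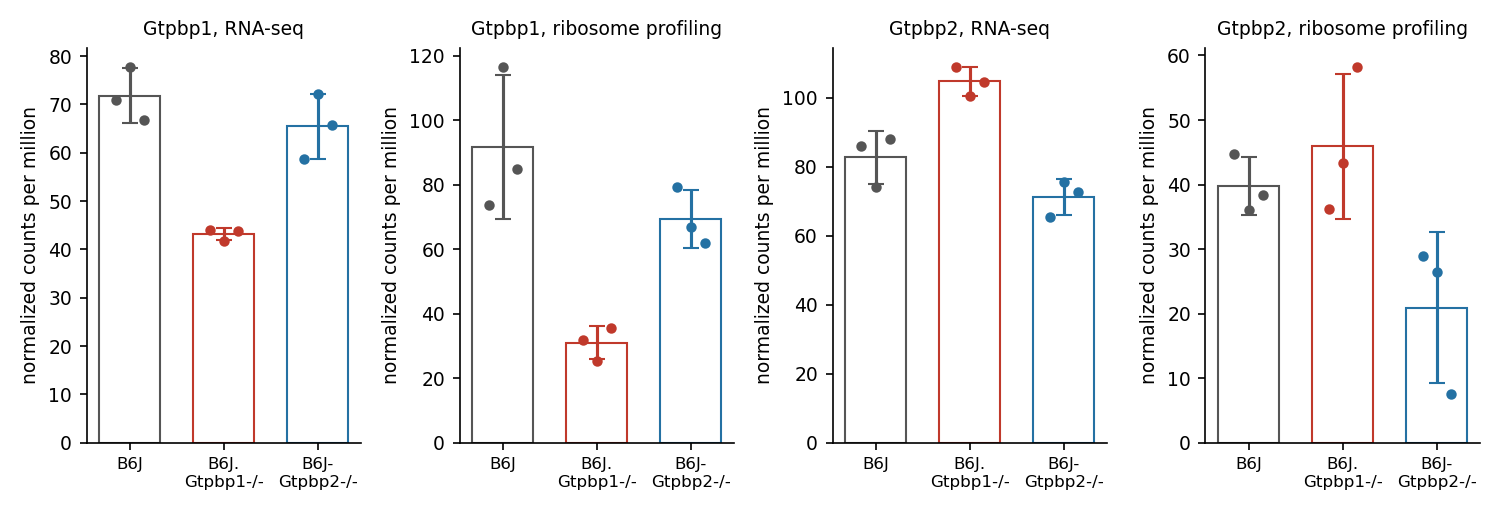
Normalized counts (CPM) of *Gtpbp1* and *Gtpbp2* in RNA-seq and ribosome profiling of the P21 cerebellum. Points are the 3 mice of each genotype, bars are means and error bars are SD. In RNA-seq and in ribosome profiling the 3 B6J.*Gtpbp1*-/- mice lie below the 3 B6J mice for *Gtpbp1*.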

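Gene expression in B6J.*Gtpbp1*-/- and B6J mice was compared for the 24577 genes with at least 5 estimated counts in at least 3 of the 6 libraries. An adjusted p of at most 0.05 was reached by 3398 genes (13.8%) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 1449 (42.6%) were higher and 1949 (57.4%) lower in B6J.*Gtpbp1*-/- mice. Of the 3398 genes, 267 were not protein-coding. Among the 143 that belonged to the lowest 3 deciles of expression, 130 were higher in B6J.*Gtpbp1*-/- mice. For 3378 of the 3398 genes the 3 mice of 1 genotype all had higher normalized counts than the 3 mice of the other, which was the case for 32.0% of all genes tested, where 10% is given by chance. With B6J.*Gtpbp1*-/- replicate 2 left out, 1890 genes reached the threshold. With limma on counts per effective transcript length there were 2068, and DESeq2 gave 4284. The majority direction depended on the normalization, since 1837 of 3349 genes were higher in B6J.*Gtpbp1*-/- mice with upper quartile normalization. The smallest adjusted p among the genes that rose belonged to *Slc7a3* (ENSMUSG00000031297, chromosome X, 101079210 to 101086020), which encodes a cationic amino acid transporter. It had 5.64 ± 0.853 (SD, n = 3) CPM in B6J and 149 ± 17.9 (SD, n = 3) in B6J.*Gtpbp1*-/- mice, a log2 fold change of 4.73 (standard error 0.129, adjusted p = 1.23e-09 from edgeR's test). The next genes were *Shmt2*, *Sesn2*, *Trim66* and *Asns*, with log2 fold changes of 2.14, 2.98, 3.33 and 2.14. Among the genes that fell, the smallest adjusted p belonged to *Mybpc3* (ENSMUSG00000002100, chromosome 2, 91118144 to 91136516), which had 169 ± 15.5 CPM in B6J and 45.0 ± 1.41 in B6J.*Gtpbp1*-/- mice (SD, n = 3 each), a log2 fold change of -1.91 (standard error 0.083, adjusted p = 2.44e-08 from edgeR's test). It was followed by *Gm5859*, *Gm10600*, *Car4* and *Jph4*, with log2 fold changes of -5.68, -4.72, -1.71 and -1.21. *Gm5859* and *Gm10600* lie on chromosome 4 (between 42236859 and 42242685) and did not change in B6J-*Gtpbp2*-/- mice (log2 fold changes of -0.06 and 0.05).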

Comparison of data from the cerebellum of 3-week-old B6J.*Gtpbp1*^-/-^ and B6J mice revealed significant (q-value ≤0.05) differential expression (DE) of approximately 12% of the detected genes, with 46% upregulated and 54% downregulated (DE *Gtpbp1*, Supplementary file 2). Similarly, loss of *Gtpbp2* altered expression of about 10% of the detected genes with 45% and 55% upregulated and downregulated, respectively, when compared to B6J (DE *Gtpbp2*, Supplementary file 2). 

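In B6J-*Gtpbp2*-/- mice 24859 genes were tested in the same way, and 2146 (8.63%) reached an adjusted p of at most 0.05, of which 898 were higher and 1248 lower than in B6J mice. In all 2146 the normalized counts of the 3 mice of 1 genotype did not overlap those of the other, which was so for 28.7% of all genes tested, where chance gives 10%. Leaving out B6J replicate 1 lowered the number to 953. DESeq2 gave 3409 genes. With upper quartile normalization 1074 of 2015 genes were higher, so the majority direction again depended on the normalization. Among the genes that rose, *Slc7a3*, *Sesn2*, *Trim66*, *Chac1* and *Shmt2* had the smallest adjusted p, with log2 fold changes of 4.76, 2.83, 3.30, 2.93 and 2.10. *Slc7a3* had 152 ± 26.5 (SD, n = 3) CPM in B6J-*Gtpbp2*-/- mice (adjusted p = 6.64e-07 from edgeR's test). Among those that fell, *Tyro3* (ENSMUSG00000027298, chromosome 2, 119797733 to 119818104), which encodes a receptor tyrosine kinase, had 196 ± 25.4 CPM in B6J and 70.5 ± 4.13 in B6J-*Gtpbp2*-/- mice (SD, n = 3 each). Its log2 fold change was -1.48 (standard error 0.101, adjusted p = 1.46e-05 from edgeR's test). *Tnc*, *Gpr22*, *Adamts10* and *Nrep* followed, with log2 fold changes of -1.66, -1.09, -1.16 and -1.22.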

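Of the genes tested against B6J in both mutants, 3642 reached an adjusted p of at most 0.05 in edgeR's test in at least 1 of them. Across these genes, which are not independent replicates, the log2 fold changes of the 2 mutants had a Pearson's r of 0.938 and a Spearman's rho of 0.945. Over all 24031 genes tested in both r was 0.844. Both comparisons used the same B6J libraries. With different B6J libraries for each mutant r was between 0.886 and 0.908 over the 3642 genes, which had been chosen with shared libraries, and between 0.291 and 0.456 over all genes. With sex as a covariate, chosen after the data were seen, r was 0.857 over the 2475 genes that passed in that test in at least 1 mutant. For B6J-*Gtpbp2*-/- mice this covariate amounts to leaving out B6J replicate 2, the only male of that comparison. The direction was the same in both mutants for 3624 of the 3642 genes (99.5%) and for all 1851 genes that passed in both, while 1510 passed in B6J.*Gtpbp1*-/- mice only and 281 in B6J-*Gtpbp2*-/- mice only. These counts rest on shared B6J libraries. When genes were chosen in 1 mutant and the other was compared with a B6J library not used for the choice, the share was from 92.16% to 98.85%. A direct comparison of B6J.*Gtpbp1*-/- with B6J-*Gtpbp2*-/- mice covered 25190 genes, of which 15 reached an adjusted p of at most 0.05 in edgeR's test, 4 of them higher in B6J.*Gtpbp1*-/- mice, while 899 genes had an unadjusted p under 0.05. Of the 15 genes, 8 were not protein-coding, and in all 15 the normalized counts of the 2 genotypes did not overlap, as they did not in 8.94% of all genes tested, where chance gives 10%. DESeq2 gave 46 genes, no filter on low counts gave 36, and the protein-coding transcripts alone gave 5. The 15 genes include *Gm13302*, *Gm21541*, *Gm17167*, *Gm5859*, *Gm17081*, *Gm10600* and *Gm3883*, which lie on chromosome 4 between 41893388 and 42461867 and were lower in B6J.*Gtpbp1*-/- mice. *Gm5859* (ENSMUSG00000073879), an unprocessed pseudogene, had 16.7 ± 4.53 CPM in B6J, 16.1 ± 2.45 in B6J-*Gtpbp2*-/- and 0.325 ± 0.0732 in B6J.*Gtpbp1*-/- mice (SD, n = 3 each), with a log2 fold change of -5.62 between the mutants (standard error 0.220, adjusted p = 6.51e-07 from edgeR's test). *Gm21541* had no counts in B6J.*Gtpbp1*-/- mice and 135 to 141 counts in B6J-*Gtpbp2*-/- mice. *Pisd* on chromosome 5 and its pseudogenes *Pisd-ps1* on chromosome 11 and *Pisd-ps2* on chromosome 17 were lower in B6J.*Gtpbp1*-/- mice by a log2 fold change of -0.77, -1.77 and -1.29. *Pafah1b2* was lower (log2 fold change -0.75), although the TPM summed over its transcripts was 86.4 ± 4.63 in B6J.*Gtpbp1*-/- and 99.1 ± 3.41 in B6J-*Gtpbp2*-/- mice (SD, n = 3 each), and *Ide* was higher (1.13) in B6J.*Gtpbp1*-/- mice. *Vrtn* was higher, with 58 to 87 counts in B6J.*Gtpbp1*-/- and 2 to 7 counts in B6J-*Gtpbp2*-/- mice. The remaining genes were *Gtpbp2* itself (log2 fold change 0.55) and *Gm26884* (2.89), a lincRNA on chromosome 15 from 79689140 to 79692385 on the strand opposite to *Gtpbp1*, which it overlaps.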

Interestingly, only 27 genes (mostly non-coding genes) were differentially expressed between *Gtpbp1^-/-^* and *Gtpbp2^-/-^* cerebella, revealing that loss of either gene similarly altered the transcriptome (Figure 2D, Supplementary file 2).

The high similarity of gene expression changes in *Gtpbp1* and *Gtpbp2* mutant mice, combined with our observation that ribosome-pausing defects are likely stochastic, suggested that transcriptional alterations might reflect a common cellular response to ribosome pausing rather than changes in levels of the specific genes that harbor paused ribosomes. In agreement, transcriptional changes were only weakly correlated with genes showing increased ribosomal occupancy (Spearman correlation coefficient of 0.0405, p-value=0.0083). 

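The pause scores of Supplementary file 1 are the paper's and cover only codons above its z-score threshold. For each of the 1739 tested genes in the lists of B6J.*Gtpbp1*-/- mice they were summed over the 3 libraries, with an absent score taken as 0, and compared with the log2 fold change between B6J.*Gtpbp1*-/- and B6J mice. Across these genes, which are not independent replicates, Spearman's rho was 0.0011 (two-sided permutation test with 100000 permutations, p = 0.962) and Pearson's r was 0.0111. The p values here were not adjusted for the number of tests. The sign changed when the highest score of a gene replaced the sum (rho = -0.0073, p = 0.759 by permutation) and when an offset for transcript length entered the fold change (rho = -0.0028, p = 0.910 by permutation). Over the 310 genes listed in all 3 libraries rho was -0.0756 (permutation p = 0.185).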

Significant (q-value ≤0.05) changes in expression were only observed in 33% or 26% of the genes with AGA pauses (that were detected in at least two replicates) in the *Gtpbp1^-/-^* and *Gtpbp2*^-/-^ cerebellum, respectively (Figure 2E).

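Of the 768 genes the paper lists with pauses in at least 2 B6J.*Gtpbp1*-/- libraries, 759 were tested for expression, and 251 (33.1%) reached an adjusted p of at most 0.05 in edgeR's test over all genes. They comprised 76 genes with higher and 175 with lower expression in B6J.*Gtpbp1*-/- mice. With the adjustment over the 759 genes alone, 338 passed. Of the 23818 tested genes outside this list 13.2% passed (Fisher's exact test, two-sided, p = 6.44e-43). This p value and those from matched lists take genes as independent, although all were called from the same mice. They therefore do not measure the spread between mice. The pausing genes were more highly expressed, with a median average log2 CPM of 7.29 against 2.34 for all genes tested. In 10000 random lists matched on expression, a median of 29.5% of the genes passed, and 95% of the lists lay between 26.6% and 32.4% (two-sided permutation p = 0.0160). Leaving out B6J replicate 3 gave 34.0% against 32.2% in matched lists (permutation p = 0.232). Of the 406 genes listed for at least 2 B6J-*Gtpbp2*-/- libraries 404 were tested, and 108 (26.7%) passed, against 8.33% of the other genes and a median of 20.8% in matched lists (permutation p = 0.0026). With the adjustment over the 404 genes alone, 159 passed. Over the 1182 tested genes listed for at least 1 B6J-*Gtpbp2*-/- library, 21.1% passed against 19.2% in matched lists (permutation p = 0.0680). From the similar changes in both mutants and its observation that pausing is likely stochastic, the paper proposes that the altered expression might reflect a common cellular response to ribosome pausing.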

### Loss of GTPBP1 activates the ISR

In order to identify molecular pathways that might respond to ribosome pausing, we performed upstream regulator analysis (Ingenuity Pathway Analysis) of genes differentially expressed between B6J and B6J.*Gtpbp1*^-/-^ mice (DE *Gtpbp1*). This analysis revealed significant enrichment for activation of the transcription factor ATF4, an effector of the ISR (Figure 3A, inset). The ISR is induced by the coupling of stress signals to the phosphorylation of serine 51 of the translation initiation factor eIF2α to decrease translation initiation. While the ISR reduces translation of many mRNAs, translation of ATF4 is enhanced, which results in the upregulation of genes to restore cellular homeostasis. We previously observed induction of the ISR in the B6J-*Gtpbp2*^-/-^ cerebellum suggesting that activation of this pathway may be a common cellular response to ribosome stalling (Ishimura et al., 2016). In agreement, *Atf4* and 141 of the 153 differentially expressed ATF4 target genes (Han et al., 2013) were upregulated in the cerebellum of 3-week-old B6J.*Gtpbp1*^-/-^ mice (DE *Gtpbp1*, Figure 3A). Furthermore, levels of phosphorylated eIF2α (p-eIF2α^S51^) were increased in the cerebellum and hippocampus of B6J.*Gtpbp1*^-/-^ mice (Figure 3B and C). 

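*Atf4* (ENSMUSG00000042406), on chromosome 15 from 80255184 to 80257541, had 173 ± 22.4 CPM in B6J and 323 ± 20.5 in B6J.*Gtpbp1*-/- mice (SD, n = 3 each), a log2 fold change of 0.90 (standard error 0.098, adjusted p = 5.20e-05 from edgeR's test). Its footprints rose from 65.7 ± 30.3 to 214 ± 51.4 CPM (SD, n = 3 each), a log2 fold change of 1.71 (standard error 0.300, adjusted p = 0.0213 from edgeR's test). The list of ATF4 targets that the paper used is not among its supplementary files, so only the 20 genes labelled as ATF4 targets in Fig. 3A were examined. That figure highlights targets with changed expression, so these genes were not picked independently of their change. The paper does not say why these 20 were labelled. All 20 were higher in B6J.*Gtpbp1*-/- mice with an adjusted p of at most 0.05 in edgeR's test, both over all genes and over the 20 alone, with a median log2 fold change of 2.73. In B6J-*Gtpbp2*-/- mice all 20 were higher as well, with a median of 2.68. With sex as a covariate, chosen after the data were seen, 20 of the 21 genes (*Atf4* included) passed in B6J.*Gtpbp1*-/- mice. *Sesn2* had 19.5 ± 2.06 CPM in B6J and 154 ± 17.7 in B6J.*Gtpbp1*-/- mice (SD, n = 3 each). *Slc7a1* had 51.4 ± 10.7 and 216 ± 24.6, and *Chac1* had 4.06 ± 0.0745 and 32.3 ± 4.06. The log2 fold changes of *Sesn2*, *Slc7a1*, *Chac1* and *Ddr2* were 2.98, 2.07, 2.99 and 2.91. *Adm2* had at most 3 counts in each B6J RNA library and 287 to 440 counts in B6J.*Gtpbp1*-/- mice. In footprints 17 of the 20 genes were higher in B6J.*Gtpbp1*-/- mice and 16 in B6J-*Gtpbp2*-/- mice with an adjusted p of at most 0.05 in edgeR's test. The median log2 fold change of the 20 genes in footprints was 2.23 in B6J.*Gtpbp1*-/- and 2.08 in B6J-*Gtpbp2*-/- mice.

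**Figure D2:**
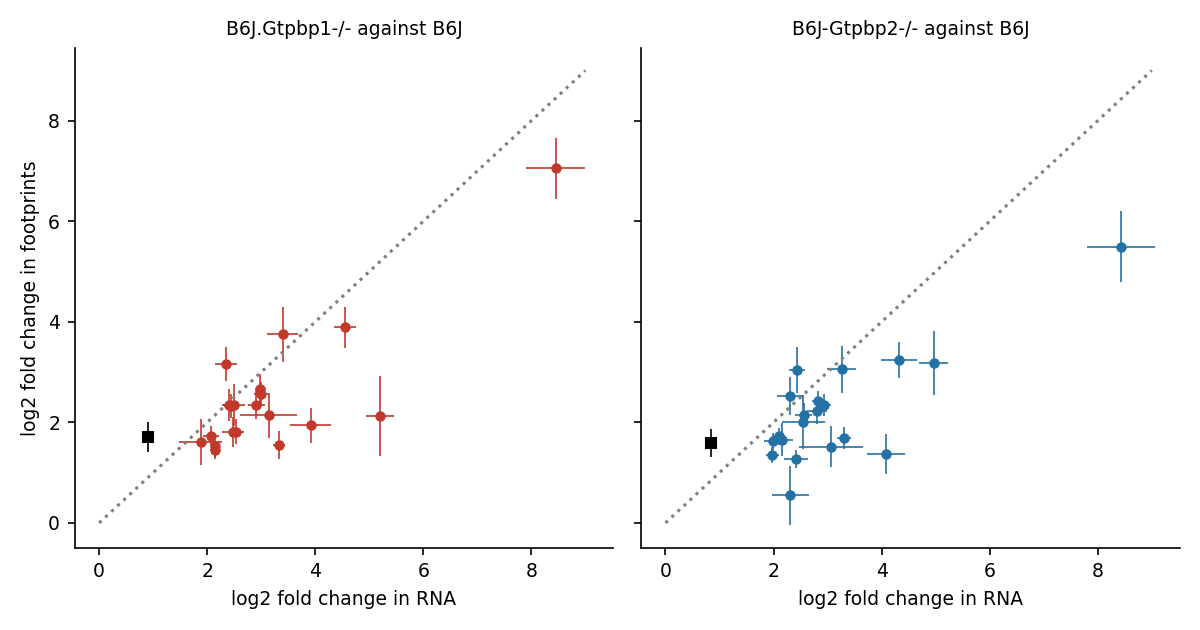
Log2 fold change in RNA and in footprints of the 20 genes labelled as ATF4 targets in Fig. 3A (circles) and of *Atf4* (square), for each mutant against B6J. Error bars are standard errors, and on the dotted line both changes are equal. *Atf4* lies above the line and 18 of the 20 genes have a smaller change in footprints than in RNA.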

In agreement, in situ hybridization of the B6J.*Gtpbp1*^-/-^ hippocampus with probes to ATF4 targets induced in the cerebellum of these mice demonstrated that these ATF4 targets were also induced in hippocampal neurons of 3-week-old mutant mice (Figure 3D). Interestingly, induction of ATF4 targets varied in different types of neurons. *Sesn2*, *Slc7a1*, and *Chac1* were upregulated in both CA1 and DG neurons, whereas *Ddr2* was only upregulated in CA1 neurons (Figure 3D).

**Figure 3.**
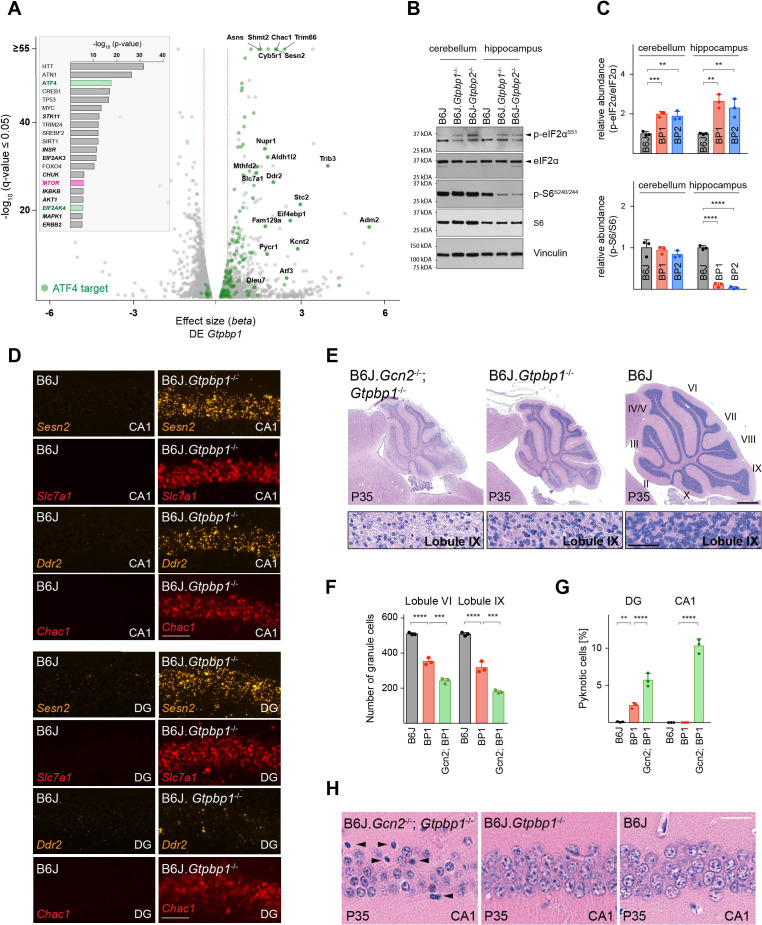
Ribosome pausing activates the integrated stress response (ISR) to ameliorate neurodegeneration in *Gtpbp1*^-/-^ mice. (**A**) Analysis of transcriptional changes in gene expression between P21 B6J and B6J.*Gtpbp1*^-/-^ mice (DE *Gtpbp1*) (n = 3 biological replicates). Significant (q-value ≤0.05, q-value refers to the corrected p-value using Benjamini-Hochberg correction) changes in expression are shown in grey and differentially expressed ATF4 targets are highlighted in green. The *beta* effect size is analogous to the natural log fold change in expression and 1.5-fold changes in gene expression are indicated (red dashed lines). (Inset) Identification of upstream regulators using Ingenuity Pathway Analysis (IPA) of differentially expressed genes between B6J and B6J.*Gtpbp1*^-/-^ mice (DE *Gtpbp1*). Top ten transcription factors and kinases (***italics***) are shown. (**B**) Western blot analysis of tissue lysates from P21 mice. Vinculin was used as an input control. (**C**) Relative abundance of p-eIF2α^S51^ and p-S6^S240/244^ in the hippocampus and cerebellum of BP1 (B6J.*Gtpbp1*^-/-^), BP2 (B6J-*Gtpbp2*^-/-^), and control (B6J) mice (n = 3 mice/genotype). Levels of p-eIF2α^S51^ or p-S6^S240/244^ were normalized to total level of eIF2α or S6, and phosphorylation levels are relative to those of B6J. Data represent mean + SD. (**D**) In situ hybridization of ATF4 targets in the hippocampal CA1 and dentate gyrus (DG) at P21 (n = 3 mice/genotype). (**E**) Sagittal cerebellar sections stained with hematoxylin and eosin. Higher magnification images of lobule IX are shown below each genotype (n = 3 mice/genotype). Cerebellar lobes are indicated by Roman numerals. (**F**) Quantification of cerebellar granule cells of lobule VI and lobule IX of control (B6J), BP1 (B6J.*Gtpbp1*^-/-^), and Gcn2; BP1 (B6J.*Gcn2*^-/-^; *Gtpbp1*^-/-^) mice at P35 (n = 3 mice/genotype). Data represent mean + SD. (**G**) Percent of DG and CA1 neurons that are pyknotic in control (B6J), BP1 (B6J.*Gtpbp1*^-/-^), and Gcn2; BP1 (B6J.*Gcn2*^-/-^; *Gtpbp1*^-/-^) mice at P35 (n = 3 mice/genotype). Data represent mean + SD. (**H**) Sagittal sections of the CA1 area of the hippocampus stained with hematoxylin and eosin (n = 3 mice/genotype). Arrowheads indicate pyknotic cells. Scale bars: 50 μm (**D**); 500 μm and 50 μm (higher magnification) (**E**); 20 μm (**H**). One-way ANOVA was corrected for multiple comparisons using Tukey method (**C, F, G**). **p≤0.01, ***p≤0.001, ****p≤0.0001. Figure 3—source data 1.Ribosome pausing activates theintegrated stress response (ISR) to ameliorate neurodegeneration in *Gtpbp1*-/- mice.

**Figure 3—figure supplement 1.**
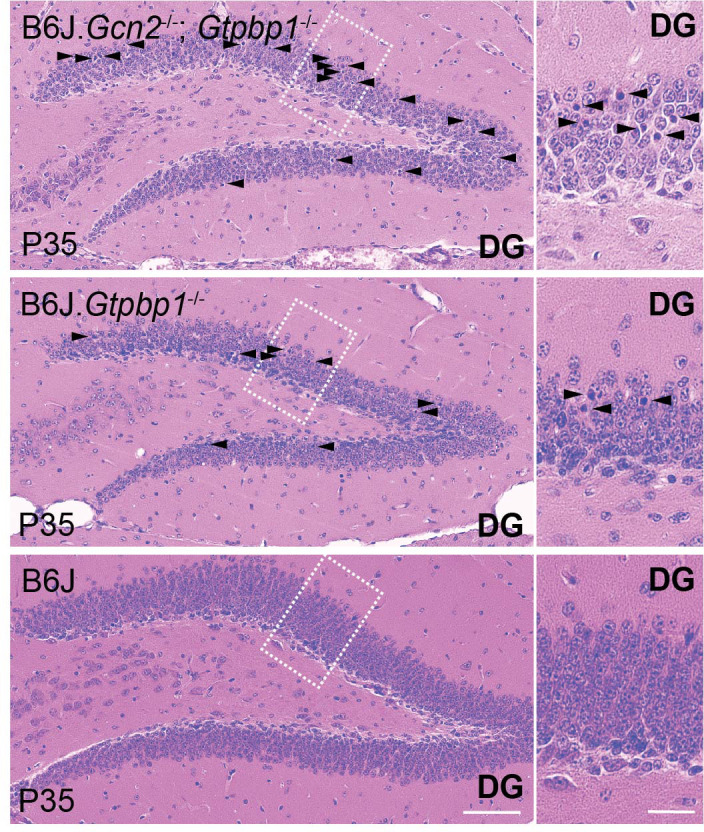
Loss of GCN2 enhances hippocampal degeneration in B6J. *Gtpbp1*^-/-^ mice. Hippocampal sagittal sections of the dentate gyrus (DG) stained with hematoxylin and eosin (n = 3 mice/genotype). Higher magnification images of the DG region defined by the rectangle are shown. Arrowheads indicate pyknotic cells. Scale bars: 50 μm and 20 μm (higher magnification).

In B6J-*Gtpbp2*^-/-^ mice, the ISR is activated by the eIF2α kinase GCN2 (EIF2AK4). Inhibition of ISR activation via *Gcn2* deletion in these mice accelerated cerebellar granule cell death and induced neurodegeneration of hippocampal pyramidal cells (Ishimura et al., 2016). GCN2 was enriched in upstream regulator analysis of differentially expressed genes in the B6J.*Gtpbp1*^-/-^ cerebellum (DE *Gtpbp1*), suggesting that this kinase may also mediate activation of the ISR in *Gtpbp1*-deficient mice (Figure 3A, inset). In agreement, *Gcn2* deletion in B6J.*Gtpbp1*^-/-^ mice accelerated degeneration of cerebellar granule cells. In 5-week-old B6J.*Gtpbp1*^-/-^; *Gcn2*^-/-^ mice, 65% of these neurons had degenerated compared to 37% in B6J.*Gtpbp1*^-/-^ mice (Figure 3E and F). Furthermore, the DG of B6J.*Gtpbp1*^-/-^; *Gcn2*^-/-^ mice had twice the number of granule cells with pyknotic nuclei compared to B6J.*Gtpbp1*^-/-^ mice (Figure 3G, Figure 3—figure supplement 1). Finally, although CA1 pyramidal neurons do not normally degenerate in B6J.*Gtpbp1*^-/-^ mice, 10.3% of these neurons were undergoing apoptosis in the hippocampus of 5-week-old B6J.*Gtpbp1*^-/-^; *Gcn2*^-/-^ mice (Figure 3G and H). As previously reported (Ishimura et al., 2016; Zhang et al., 2002), neurodegeneration was not observed in the B6J.*Gcn2*^-/-^ brain (data not shown).

### Loss of *Gtpbp1* or *Gtpbp2* induces neuron-specific changes in mTOR signaling

Our data suggest that defects in translation elongation activate the ISR, which regulates translation initiation and influences neurodegeneration. Thus, we wondered if ribosome pausing in *Gtpbp1* or *Gtpbp2* mutant mice could alter additional translational control pathways. Upstream regulator analysis of differentially expressed genes in the cerebellum of B6J.*Gtpbp1*^-/-^ mice (DE *Gtpbp1*) revealed enrichment, although lower than that observed for ATF4, of the mammalian target of rapamycin kinase (mTOR) (Figure 3A, inset). mTOR functions in two distinct protein complexes known as mTOR complex 1 (mTORC1) and complex 2 (mTORC2). Although association with membrane bound ribosomes (i.e. the endoplasmic reticulum) has been observed for mTORC2, the central role of mTOR in protein translation is largely attributed to mTORC1 through phosphorylation of specific effector proteins and translation of particular genes that contain 5’ terminal oligopyrimidine (TOP) tracts (Dai and Lu, 2009; Laplante and Sabatini, 2013; Laplante and Sabatini, 2009; Ma and Blenis, 2009a; Ma and Blenis, 2009b; Nandagopal and Roux, 2015; Zinzalla et al., 2011). To determine if mTOR activity is altered by loss of *Gtpbp1* or *Gtpbp2*, we analyzed the translational efficiency (TE) (Supplementary file 3) of genes regulated by mTORC1 via their TOP motifs by normalizing the number of ribosome footprint reads to that of RNA-sequencing reads. In addition, we assessed the phosphorylation status of the ribosomal protein S6 (p-S6^240/244^), a known downstream target of mTORC1 (Saxton and Sabatini, 2017; Thoreen et al., 2012). 

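TE was tested here in the same way for each mutant, with 12 libraries from 3 B6J and 3 mutant mice for each assay. The interaction of genotype and assay in edgeR's quasi-likelihood test asks whether footprints changed beyond the change in RNA. The footprint counts were those on coding sequences, and the RNA counts were the rounded estimated counts of each gene, since the exon counts that the paper used for RNA are not among the deposited values. Genes with at least 10 counts in at least 3 of the 6 libraries of each assay were tested, and genes whose name begins with Hist were removed, as in the paper. RNA and footprint libraries are also separate preparations, so an effect of the assay's batch cannot be told apart from the assay itself. Libraries of the same genotype and number were not paired in the main test, because their *Ddx3y* counts place B6J.*Gtpbp1*-/- replicate 2 (6574 in RNA, 25 in footprints) and B6J replicate 1 (0 and 379) in mice of different sex. The sexes were thus not balanced between assays, and no TE test had sex as a covariate. Where a log2 TE is given with an SD, each footprint library was set against the same-numbered RNA library. Such a pair need not come from 1 mouse, so this SD is not a spread of mice. Of 13086 genes tested in B6J.*Gtpbp1*-/- mice, 0 reached an adjusted p of at most 0.05, while 1170 had an unadjusted p under 0.05 and the smallest adjusted p was 0.299. Of 12931 genes tested in B6J-*Gtpbp2*-/- mice, 1 passed, and 1554 had an unadjusted p under 0.05. This gene was *Cacng3* (ENSMUSG00000066189, chromosome 7, 122670492 to 122769393), with a log2 TE change of -1.63 (standard error 0.229, adjusted p = 0.0372 from edgeR's test). Its RNA was higher in these mice. The TPM of *Cacng3*-201 was 3.79 ± 0.438 in B6J and 21.3 ± 1.62 in B6J-*Gtpbp2*-/- mice, and that of *Cacng3*-203 was 4.18 ± 1.25 and 11.4 ± 5.03 (SD, n = 3 each). The log2 ratio of footprints to RNA of *Cacng3* was 0.97 ± 0.23 in B6J and -0.66 ± 0.13 in B6J-*Gtpbp2*-/- mice (SD, n = 3 library pairs each). In the comparison of B6J.*Gtpbp1*-/- mice, where it did not pass, the ratio was 0.99 ± 0.23 in B6J and 0.11 ± 0.17 in the mutant. DESeq2 gave 58 genes in B6J.*Gtpbp1*-/- and 160 genes in B6J-*Gtpbp2*-/- mice. In counts simulated with 200 changed genes, the test used here recovered 65.5% and 73.0% of them for the 2 mutants, with 7.7% and 7.6% of its calls false, and DESeq2 recovered 73.5% and 80.5%, with 22.2% and 19.5% of its calls false. The simulation was run a single time, with changes larger than those seen in *Rps29* and *Rplp0* and only in genes with many footprints. Recovery of smaller changes, or in genes with few footprints, was not measured.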

Only one of the 53 detected 5’TOP genes had an altered TE in the B6J.*Gtpbp1^-/-^* cerebellum (*Rps29*, TE *Gtpbp1*) or in the B6J-*Gtpbp2^-/-^* cerebellum (*Rplp0*, TE *Gtpbp2*) compared to the B6J cerebellum (Supplementary file 3, Figure 4—figure supplement 1A). In addition, levels of p-S6^240/244^ were unchanged at 3 weeks of age in the cerebellum of both mutant strains, suggesting that mTOR signaling is not altered by ribosome pausing in granule cells, which comprise the vast majority of cells in the cerebellum (Figure 3B and C).

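Of the 53 genes, 51 were tested in B6J.*Gtpbp1*-/- and 52 in B6J-*Gtpbp2*-/- mice, and none reached an adjusted p of at most 0.05 over all genes in edgeR's test. An unadjusted p under 0.05 was found for 9 and 5 genes. With the adjustment over the listed genes alone, 1 gene passed in B6J.*Gtpbp1*-/- and 0 in B6J-*Gtpbp2*-/- mice. *Rps29* (ENSMUSG00000034892, chromosome 12, 69157722 to 69159186) had a log2 TE of 0.30 ± 0.19 in B6J and 1.12 ± 0.29 in B6J.*Gtpbp1*-/- mice (SD, n = 3 library pairs each). Its log2 TE change was 0.82 (standard error 0.189, adjusted p = 0.400 over all genes from edgeR's test). With DESeq2, 1 of the 51 genes passed, *Rps29*, with an adjusted p of 0.00883. *Rplp0* (ENSMUSG00000067274, chromosome 5, 115559467 to 115563727) had a log2 TE of -0.94 ± 0.17 in B6J and -1.34 ± 0.09 in B6J-*Gtpbp2*-/- mice (SD, n = 3 library pairs each), and its log2 TE change was -0.40 (standard error 0.156, adjusted p = 0.331 from edgeR's test). As a set, the 51 genes had a median log2 TE change of 0.34 in B6J.*Gtpbp1*-/- mice, against 0.03 for all genes tested, with 43 of 51 positive. The shift did not pass edgeR's rotation test of gene sets (fry), with 0.0847 before adjustment and an adjusted p of 0.127 over the 6 set tests run for TE. The median log2 TE of the set was -0.289 ± 0.169 in B6J and -0.030 ± 0.199 in B6J.*Gtpbp1*-/- mice (SD, n = 3 pairs of same-numbered libraries each). The ranges of these pairs overlapped (exact permutation test, two-sided, p = 0.2). The smallest p that 3 against 3 allow is 0.1, so this test cannot exclude a shift. In B6J-*Gtpbp2*-/- mice the median log2 TE change of the set was 0.04, with 32 of 52 positive (adjusted p = 0.768 from edgeR's fry). The difference between the 2 mutants did not pass either (adjusted p = 0.233 from edgeR's fry over 3 sets). Footprint libraries of the same number were not alike in the comparison of B6J.*Gtpbp1*-/- with B6J mice (correlation of their residuals -0.211, against 0.107 for libraries of different number). In that of B6J-*Gtpbp2*-/- mice the correlation was 0.102 against -0.051, so a weak likeness was not excluded there. With a replicate block, 0 genes passed in either mutant over all genes, and fry gave 0.0862 and 0.799 for the set before adjustment. The 32 other ribosomal protein genes that were tested had 0 genes with an adjusted p of at most 0.05 over all genes in either mutant. With the adjustment over these genes alone 5 passed in B6J.*Gtpbp1*-/- and 2 in B6J-*Gtpbp2*-/- mice, and 9 in B6J.*Gtpbp1*-/- and 5 in B6J-*Gtpbp2*-/- mice had an unadjusted p under 0.05.

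**Figure D3:**
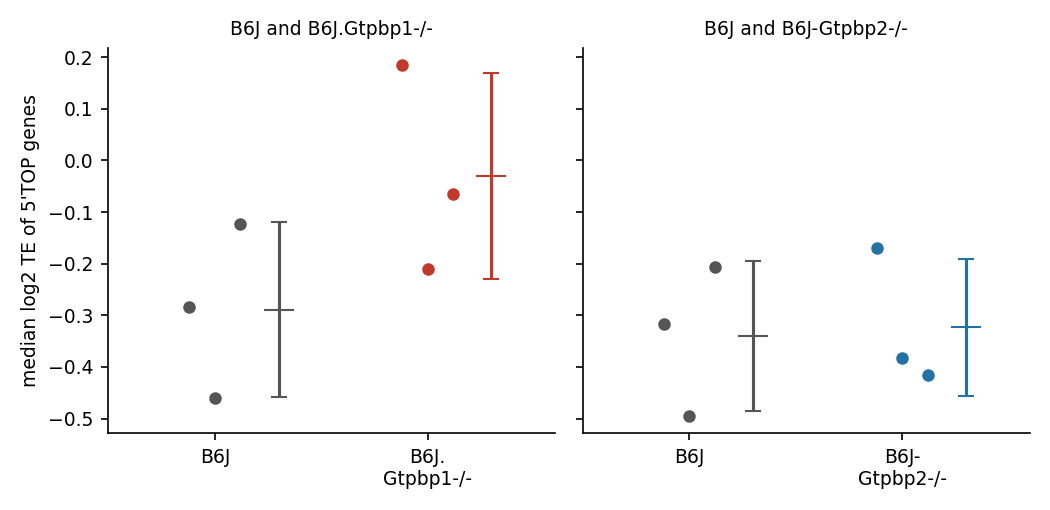
Median log2 TE (log2 footprints minus log2 RNA, from normalized counts) of the 5'TOP genes. The panels show B6J with B6J.*Gtpbp1*-/- and B6J with B6J-*Gtpbp2*-/- mice, with the 2 genotypes of a panel normalized together. Points are pairs of a footprint and an RNA library of the same genotype and number, which need not come from 1 mouse. Lines with bars are means with SD. The ranges of the B6J and mutant points overlap in both panels.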

In contrast to the cerebellum, p-S6^240/244^ levels were decreased by about 90% in the hippocampus of 3-week-old B6J.*Gtpbp1*^-/-^ and B6J-*Gtpbp2*^-/-^ mice relative to wild type (Figure 3B and C). Interestingly, immunofluorescence using antibodies to p-S6^240/244^ revealed that the reduction of p-S6^240/244^ in the mutant hippocampus was more pronounced in specific neuron populations. In the control hippocampus, p-S6^240/244^ signal was most intense in CA3 pyramidal cells and lower in CA1 pyramidal cells and DG granule cells (Figure 4A). In B6J.*Gtpbp1*^-/-^ and B6J-*Gtpbp2*^-/-^ mutant hippocampi, p-S6^240/244^ levels were dramatically reduced in the granule cells of the DG and some scattered CA1 neurons (Figure 4A). However, levels of p-S6^240/244^ were not affected in CA3 or cortical neurons (i.e. layer IV cortical neurons) of 3-week-old B6J.*Gtpbp1*^-/-^ and B6J-*Gtpbp2*^-/-^ mice (Figure 4—figure supplement 1B and C). Together, these results demonstrate that changes in mTOR signaling may occur in a celltype-specific manner in the brains of B6J.*Gtpbp1*^-/-^ and B6J-*Gtpbp2*^-/-^ mice.

**Figure 4.**
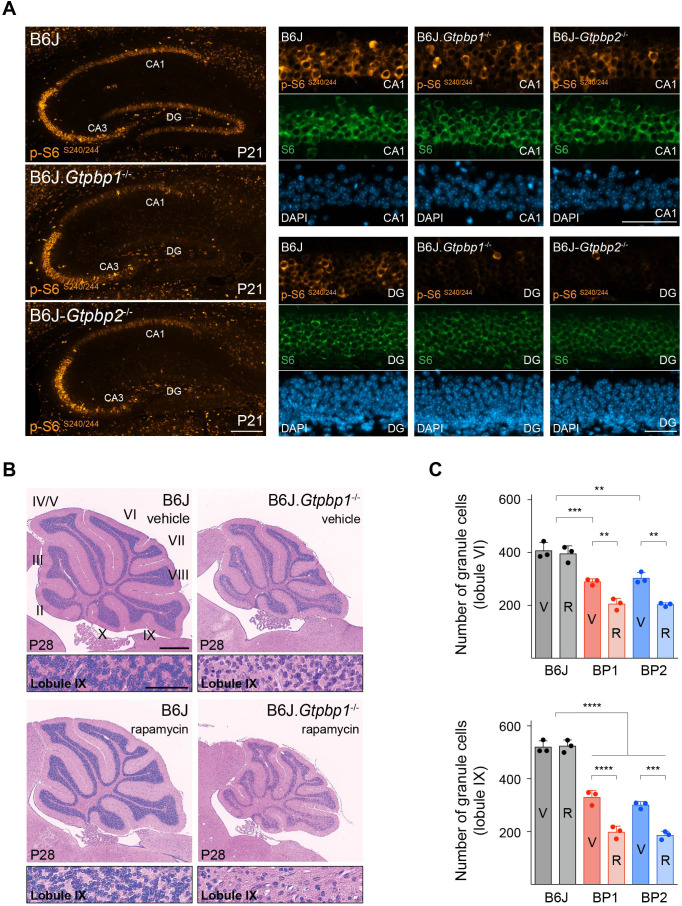
Decreased mTOR signaling enhances neurodegeneration in trGTPase-deficient mice. (**A**) Immunofluorescence of P21 hippocampal sections with antibodies against p-S6^S240/244^ (orange) and S6 (green). Sections were counterstained with DAPI (blue). Higher magnifications of CA1 and dentate gyrus (DG) are shown (n = 3 mice/genotype). (**B**) Sagittal cerebellar sections of P28 mice injected with vehicle or rapamycin for 14 days stained with hematoxylin and eosin (n = 3 mice/genotype). Higher magnification images of lobule IX are shown below each genotype. Cerebellar lobes are indicated by Roman numerals. (**C**) Quantification of cerebellar granule cells in lobule VI and lobule IX of either vehicle (**V**) or rapamycin (**R**) treated control (B6J), BP1 (B6J.*Gtpbp1*^-/-^), and BP2 (B6J-*Gtpbp2*^-/-^) mice (n = 3 mice/genotype). Data represent mean + SD. Scale bars: 100 μm and 50 μm (higher magnification) (**A**); 500 μm and 50 μm (higher magnification) (**B**). Two-way ANOVA was corrected for multiple comparisons using Tukey method (**C**). **p≤0.01, ***p≤0.001, ****p≤0.0001. Figure 4—source data 1.Decreased mTOR signaling enhances neurodegeneration in trGTPase-deficient mice.

**Figure 4—figure supplement 1.**
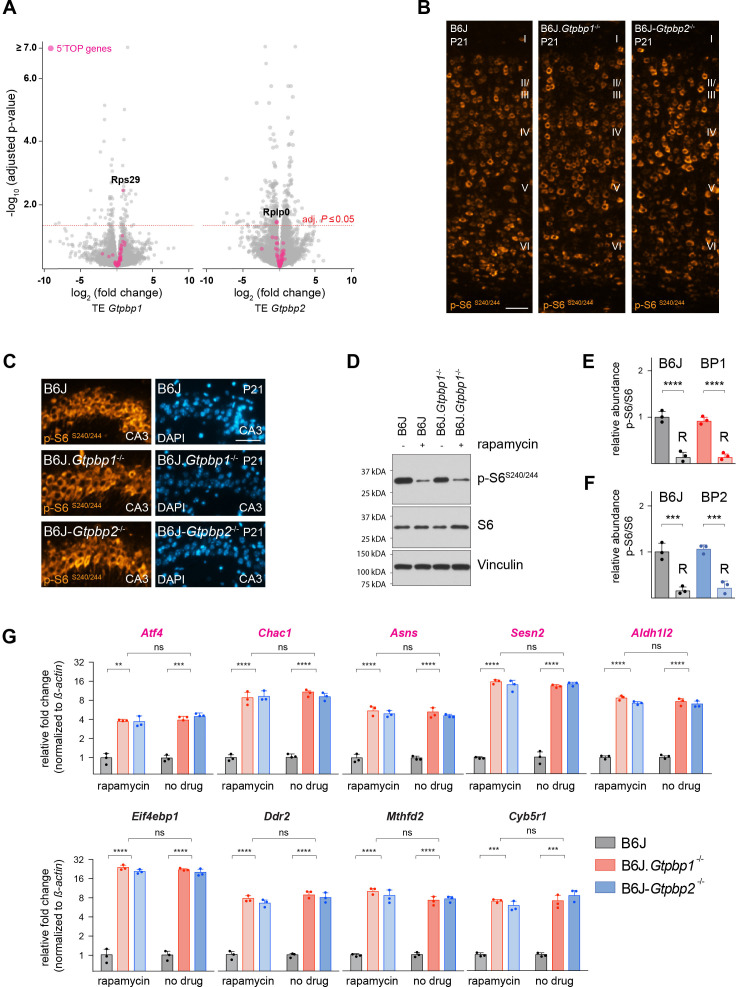
Analysis of mTOR signaling in trGTPase-deficient mice. (**A**) Analysis of differential translation efficiency (TE) in the cerebellum of P21 B6J and B6J.*Gtpbp1*^-/-^ (TE *Gtpbp1*) or B6J and B6J-*Gtpbp2*^-/-^ (TE *Gtpbp2*) mice (n = 3 biological replicates/genotype). The TE of genes was determined by normalizing the abundance of ribosomal footprints to that of RNA-sequencing reads. 5’TOP genes regulated by mTOR are shown in magenta. The red dashed line marks significant changes in TE (adjusted p-value≤0.05). (**B**) Immunofluorescence of P21 cortical sections with antibodies against p-S6^S240/244^ (orange) (n = 3 mice/genotype). Cortical layers are indicated by Roman numerals. (**C**) Immunofluorescence of P21 hippocampal (CA3) sections with antibodies against p-S6^S240/244^ (orange) and counterstained with DAPI (blue) (n = 3 mice/genotype). (**D**) Western blotting analysis of p-S6^S240/244^ in cerebellar tissue extracts from P21 B6J and B6J.*Gtpbp1*^-/-^ mice untreated or injected with rapamycin for 7 days. Vinculin was used as an input control. (**E**) Relative abundance of p-S6^S240/244^ in the cerebellum of P21 B6J and BP1 (B6J.*Gtpbp1*^-/-^) mice treated with rapamycin (**R**) (n = 3 mice/genotype/treatment). Levels of p-S6^S240/244^ were normalized to total levels of S6 and phosphorylation levels are relative to those of untreated B6J mice. Data represent mean + SD. (**F**) Relative abundance of p-S6^S240/244^ in the cerebellum of P21 B6J and BP2 (B6J-*Gtpbp2*^-/-^) mice treated with rapamycin (**R**). Levels of p-S6^S240/244^ were normalized to total levels of S6 and phosphorylation levels are relative to those of untreated B6J mice (n = 3 mice/genotype/treatment). Data represent mean + SD. (**G**) Quantitative RT-PCR analysis of ATF4 targets using cerebellar cDNA from P21 B6J, B6J.*Gtpbp1*^-/-^, and B6J-*Gtpbp2*^-/-^ mice injected with rapamycin for 7 days or untreated (n = 3 mice/genotype/treatment). Data were normalized to beta-actin and fold change in gene expression is relative to that of B6J. Magenta colored genes were previously shown to be sensitive to mTOR inhibition (Park et al., 2017). Data represent mean + SD. Scale bar: 50 μm (**B, C**). Two-way ANOVA was corrected for multiple comparisons using Tukey method (**E, F, G**). ns, not significant, **p≤0.01, ***p≤0.001, ****p≤0.0001. Figure 4—figure supplement 1—source data 1.Decreased mTOR signaling enhances neurodegeneration in trGTPase-deficient mice.

**Figure 4—figure supplement 2.**
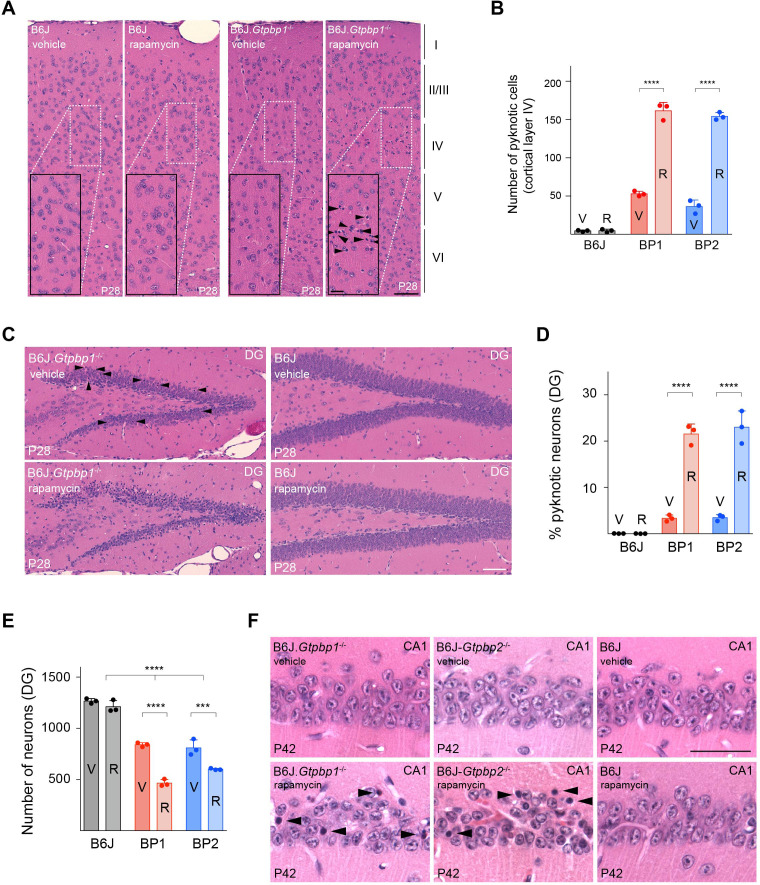
Inhibition of mTOR signaling accelerates cell death in B6J.*Gtpbp1*^-/-^ and B6J-*Gtpbp2*^-/-^ mice. (**A**) Sagittal sections of the cortex of P28 mice injected with vehicle or rapamycin for two weeks stained with hematoxylin and eosin. Higher magnification images of layer IV (rectangle) are shown for each genotype (n = 3 mice/genotype/treatment). Cortical layers are indicated by Roman numerals and arrowheads indicate pyknotic cells. (**B**) Number of pyknotic cells in layer IV of the cortex in (B6J), BP1 (B6J.*Gtpbp1*^-/-^), and BP2 (B6J-*Gtpbp2*^-/-^) mice injected with vehicle (**V**) or rapamycin (**R**) (n = 3 mice/genotype/treatment). Data represent mean + SD. (**C**) Hematoxylin and eosin stained sagittal sections of the hippocampus of P28 mice injected with vehicle or rapamycin for 14 days (n = 3 mice/genotype/treatment). Arrowheads indicate pyknotic cells. Note: Due to the large number of pyknotic cells in rapamycin-treated B6J.*Gtpbp1*^-/-^ mice, arrowheads to indicate pyknotic cells were not included. (**D**) Percent of neurons with pyknotic nuclei in the dentate gyrus (DG) in vehicle (**V**) or rapamycin (**R**) treated control (B6J), BP1 (B6J.*Gtpbp1*^-/-^), and BP2 (B6J-*Gtpbp2*^-/-^) mice (n = 3 mice/genotype/treatment). Data represent mean + SD. (**E**) Total number of neurons of the DG in vehicle (**V**) or rapamycin (**R**) treated control (B6J), BP1 (B6J.*Gtpbp1*^-/-^), and BP2 (B6J-*Gtpbp2*^-/-^) mice (n = 3 mice/genotype/treatment). Data represent mean + SD. (**F**) Sagittal sections of the hippocampus of P42 mice injected with vehicle or rapamycin for two weeks stained with hematoxylin and eosin (n = 3). Arrowheads indicate pyknotic cells. Scale bars: 50 μm and 20 μm (higher magnification) (**A**); 50 μm (**C, F**). Two-way ANOVA was corrected for multiple comparisons using Tukey method (**B, D, E**). ***p≤0.001, ****p≤0.0001. Figure 4—figure supplement 2—source data 1.Inhibition of mTOR signaling accelerates cell death in B6J.*Gtpbp1*^-/-^ and B6J-*Gtpbp2*^-/-^ mice.

The decrease in translation initiation by inhibition of the mTOR pathway has been suggested to reduce ribosome pausing during amino acid deprivation (Darnell et al., 2018) suggesting that like the ISR, this pathway may also be protective in the *Gtpbp1* and *Gtpbp2* mutant brain. However, changes in levels of p-S6^240/244^ in the mutant hippocampus suggested that decreases in mTOR activity were most profound in hippocampal neurons that ultimately degenerate (i.e. the granule cells of the DG). Thus, to determine the role of mTOR signaling on neuron survival during ribosome pausing, we pharmacologically inhibited mTOR by treating B6J, B6J.*Gtpbp1*^-/-^ and B6J-*Gtpbp2*^-/-^ mice with rapamycin daily for two weeks beginning at P14. Similar to the dramatic decrease in p-S6^240/244^ in 3-week-old hippocampi in B6J.*Gtpbp1*^-/-^ and B6J-*Gtpbp2*^-/-^ mice, cerebellar levels of p-S6^240/244^ were decreased by approximately 85% by P21 in rapamycin-treated mice (Figure 4—figure supplement 1D–F). Examination of the cerebellum from P28 B6J.*Gtpbp1*^-/-^ and B6J-*Gtpbp2*^-/-^ cerebellum revealed that rapamycin treatment increased granule cell loss by 30% (lobule VI) and 40% (lobule IX) compared to mutant mice treated with vehicle (Figure 4B and C). No neuron loss was observed in rapamycin-treated control (B6J) mice (Figure 4B and C). Although it has been reported that mTOR inhibition may cause repression of *Atf4* transcripts and some of its target genes (Park et al., 2017), no significant reduction of *Atf4* or its targets was observed in rapamycin-treated mutant mice, suggesting that the ISR and mTOR pathways function independently upon loss of *Gtpbp1* and *Gtpbp2* in the B6J cerebellum (Figure 4—figure supplement 1G).

Rapamycin treatment also increased apoptosis of layer IV cortical neurons by about 3-fold in P28 B6J.*Gtpbp1*^-/-^ and B6J-*Gtpbp2*^-/-^ mice but did not cause death of other cortical neurons (Figure 4—figure supplement 2A and B). In addition, death of granule cells in the DG was accelerated upon rapamycin treatment. Pyknotic nuclei were observed in 22% of these neurons in P28 rapamycin-treated B6J.*Gtpbp1*^-/-^ or B6J-*Gtpbp2*^-/-^ mice, whereas only 3.4% of these neurons had pyknotic nuclei in vehicle-treated mutant mice (Figure 4—figure supplement 2C and D). In addition, the number of granule cells was decreased by 35% in the DG of rapamycin-treated mice, indicating that apoptosis in this region of the brain began earlier (Figure 4—figure supplement 2E). Finally, apoptosis of CA1 neurons was not observed in rapamycin-treated B6J.*Gtpbp1*^-/-^ and B6J-*Gtpbp2*^-/-^ mice at P28 when treatment began at P14. However, pyknotic nuclei were observed when mice were treated from P28-P42, suggesting that while these neurons are sensitive to mTOR suppression, the timing of this sensitivity differs from that of other neurons (Figure 4—figure supplement 2F). Taken together, our data demonstrate that unlike the ISR, which acts to prevent loss of neurons with ribosome stalling, inhibition of mTOR increases the vulnerability of multiple neuronal populations.

## Discussion

Ribosome speed during translation is regulated to allow proper folding of the nascent peptide and functional protein production. However, prolonged pausing or stalling of translating ribosomes can be detrimental to cells. Thus cells have evolved multiple quality control mechanisms that mediate steps from recognition of stalled ribosomes to the resolution of these complexes (Brandman and Hegde, 2016; Joazeiro, 2019). We previously identified GTPBP2 as a ribosome-rescue factor essential for neuronal survival during tRNA deficiency (Ishimura et al., 2014). The high homology of GTPBP1 and GTPBP2, their broad expression patterns, and the lack of overt phenotypes of *Gtpbp1*^-/-^ mice on a mixed genetic background had suggested functional redundancy of these translational GTPases (Senju et al., 2000). However, we show here that loss of *Gtpbp1* leads to widespread neurodegeneration in B6J mice. As observed in *Gtpbp2*^-/-^ mice, neuron loss in *Gtpbp1*^-/-^ mice is dependent on a mutation in the B6J strain that disrupts *n-Tr20* tRNA^Arg^_UCU_ processing (Ishimura et al., 2014). Ribosome profiling of the *Gtpbp1*^-/-^ cerebellum revealed increased ribosome occupancy at AGA codons as we previously observed for *Gtpbp2*^-/-^ mice (Ishimura et al., 2014). These data suggest that both GTPBP1 and GTPBP2 function as ribosome-rescue factors and are essential genes in many neurons when *n-Tr20* levels are diminished. In addition, the lack of neurodegeneration in mice heterozygous for mutations in both *Gtpbp1* and *Gtpbp2* and the lack of an additive phenotype in the brains of mice lacking both genes suggest that these trGTPases function in the same pathway to mitigate ribosome stalling, perhaps mediating different steps in this pathway.

GTPBP1 and GTPBP2 share domain homology with other trGTPases including the yeast protein Hbs1 (HBS1L in mammals) (Atkinson, 2015). Hbs1 and its interacting partner Dom34 recognize paused ribosomes at the 3’end of truncated mRNAs and in the 3’UTR of mRNAs, and the resolution of paused ribosomes is in part gated by the GTPase activity of Hbs1 (Becker et al., 2012; Guydosh et al., 2017; Guydosh and Green, 2014; Juszkiewicz et al., 2020; Pisareva et al., 2011; Shoemaker and Green, 2011). The mechanism by which GTPBP1 and GTPBP2 mitigate defects in ribosome elongation is unknown. Recent biochemical studies revealed that the GTPase activity of GTPBP1 and GTPBP2 is not stimulated in the presence of 80S ribosomes (Zinoviev et al., 2018), suggesting that these two trGTPases likely function differently than Hbs1. In agreement, Dom34/Hbs1 did not mediate pause resolution in a codon-specific manner when pausing was induced at His codons upon inhibition of histidine biosynthesis (Guydosh and Green, 2014).

During the process of pause resolution, multiple factors are recruited to mediate ribosome recycling and degradation of the nascent peptide chains or mRNAs associated with stalled ribosomes (Collart and Weiss, 2020; D'Orazio et al., 2019; Ibrahim et al., 2018; Pelechano et al., 2015). Interestingly, GTPBP1 can stimulate exosomal degradation of mRNAs (Woo et al., 2011), unlike GTPBP2 (Zinoviev et al., 2018), and thus may provide a link between elongation defects and mRNA degradation. Although we did not observe a strong correlation between mRNA abundance and ribosome pausing in the *Gtpbp1*^-/-^ cerebellum, the stochastic nature of ribosome stalling could make it difficult to observe the corresponding, and similarly stochastic, changes in mRNA decay. RNA-sequencing techniques that are specifically designed to capture degradation intermediates may be more effective in investigating mRNA degradation in vivo (Ibrahim et al., 2018).

As we previously observed in the B6J-*Gtpbp2*^-/-^ cerebellum (Ishimura et al., 2016), loss of *Gtpbp1* induced the ISR via activation of GCN2, and deletion of *Gcn2* in B6J.*Gtpbp1*^-/-^ mice resulted in accelerated, and more widespread, neurodegeneration. GCN2 can be activated by uncharged tRNA that accumulates during amino acid deprivation (Masson, 2019). However, increases in uncharged tRNA were not observed in the B6J-*Gtpbp2*^-/-^ cerebellum, suggesting other mechanisms underlie GCN2 activation (Ishimura et al., 2016). Indeed, recent biochemical and genetic studies revealed that the P-stalk, a pentameric complex located near the A-site of the ribosome, interacts with GCN2 and activates it, suggesting that translation elongation defects may be sensed directly by GCN2 (Harding et al., 2019; Inglis et al., 2019). Activation of the ISR and its accompanying protective function were observed across multiple neuronal populations in *Gtpbp1*^-/-^ and *Gtpbp2*^-/-^ mice. Interestingly, expression of some ATF4 target genes varied between types of neurons, suggesting that additional cell type-specific mechanisms, such as those controlling formation of ATF4 heterodimers, post-translational modifications of ATF4, or epigenetic regulation of target genes may modulate expression of these genes (Wortel et al., 2017).

We also show that defects in ribosome pause resolution in the B6J.*Gtpbp1*^-/-^ and B6J-*Gtpbp2*^-/-^ brain are associated with decreased mTORC1 signaling. In contrast to ISR activation, which prolonged neuronal survival, inhibition of mTOR signaling negatively affected neuronal survival in mutant mice, despite the fact that the observed changes in both of these pathways are associated with decreased translation initiation. Previous studies showed that during amino acid starvation of HEK293T cells, reduction of mTOR activity and translation correlated with a reduction in ribosome pausing (Darnell et al., 2018). While inhibition of mTORC1 may be beneficial at the level of translation in some instances of ribosome stress, the negative impact we observe on neuronal survival may reside in the severity or the duration of the stressor and/or the influence of mTORC1 on other cellular processes including ribosomal RNA processing, gene transcription, protein degradation, and ribosomal and mitochondrial biogenesis (Laplante and Sabatini, 2013; Laplante and Sabatini, 2009; López KG de la, 2019; Mayer and Grummt, 2006; Puertollano, 2014).

The dramatic downregulation of mTORC1 activity in granule cells of the B6J.*Gtpbp1*^-/-^ and B6J-*Gtpbp2*^-/-^ DG relative to other neurons suggests that the cellular context plays a role in modulating this signaling pathway upon ribosomal stress. A previous study observed increased mTOR activity in epidermal stem cells upon loss of the ribosome recycling factor *Pelo*, and suppression of mTOR signaling partially restored cellular defects in vivo (Liakath-Ali et al., 2018). We recently observed that the relatively low levels of ribosome pausing that occur upon tRNA deficiency (with normal levels of GTPBP1 and GTPBP2) can lead to mTORC1 inhibition and alter neuronal physiology (Kapur et al., 2020). Together, these data demonstrate that elongation defects may lead to hyper- or hypoactivity of mTOR signaling and these changes in mTORC1 appear to negatively modulate cellular homeostasis and survival.

Whether mTORC1 responds directly to translational stress or alterations in this signaling pathway are due to changes in cellular homeostasis (e.g. amino acid metabolism, energy levels, or neuronal activity) is unknown, as is the mechanism underlying its cell type-specific response. Proteomic experiments have revealed mTOR-dependent phosphorylation of translation initiation factors and ribosomal proteins. Interestingly, multiple phosphorylation sites were observed on the surface of the 80S ribosome, suggesting that mTOR or mTOR-associated kinases can access the ribosome (Jiang et al., 2016). The interaction of mTOR and/or its downstream kinases with the ribosome may provide a mechanism for mTOR to simultaneously monitor and regulate translation. Because protein synthesis varies between cell types and changes during development (Blair et al., 2017; Buszczak et al., 2014; Castelo-Szekely et al., 2017; Gonzalez et al., 2014; Sudmant et al., 2018), the rate of translation may differentially impact elongation defects and thus the signaling pathways which control translation.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (mouse)	*Gtpbp1 < tm1Ynim/tm1Ynim>*	Senju et al., 2000	RRID:MGI:3036546	*Gtpbp1*^-/-^ *strain* (*mixed genetic background*)
Strain, strain background (mouse)	*B6J.Gtpbp1<tm1Ynim/tm1Ynim>*	This study	MGI:6467940	*B6J.Gtpbp1*^-/-^ *strain* (*congenic background, C57BL/6J*)
Strain, strain background (mouse)	B6J-*Gtpbp2*^-/-^(C57BL/6J-*Gtpbp2^nmf205^*/J)	Ishimura et al., 2014	RRID:IMSR_JAX:004823	
Strain, strain background (mouse)	B6J.*Gcn2*^-/-^(B6.129S6-*Eif2ak4^tm1.2Dron^*)	The Jackson Laboratory	RRID:IMSR_JAX:008240	
Sequence-based reagent	Genotyping wild type allele Gtpbp1	This study	N/A	Forward Primer: 5’GAGTACGGGCTGAGTGAAGC3’; Reverse Primer:5’TGGACAGGAACCTGATGTGA3’
Sequence-based reagent	Genotyping mutant allele Gtpbp1	This study	N/A	Forward Primer: 5’TACGCCACCGTGAAGAGCAT3’; Reverse Primer:5’AGGGGAGGAGTGGAAGGTGG3’
Sequence-based reagent	Quantitative RT-PCR (beta actin)	This study	N/A	Forward Primer: 5’GGCTGTATTCCCCTCCATCG3’; Reverse Primer:5’ CCAGTTGGTAACAATGCCATGT3’
Sequence-based reagent	RNAscope probe *Gtpbp2* (mouse)	Advanced Cell Diagnostics	#527461	
Sequence-based reagent	RNAscope probe *Gtpbp1* (mouse)	Advanced Cell Diagnostics	#527451-C3	
Sequence-based reagent	RNAscope probe *Sesn2* (mouse)	Advanced Cell Diagnostics		Probe (reference number: 574751-C2) was modified for this study to be compatible with manual RNAscope protocol but is otherwise equivalent to #574758-C2
Sequence-based reagent	RNAscope probe *Slc7a1* (mouse)	Advanced Cell Diagnostics	#461021	
Sequence-based reagent	RNAscope probe *Ddr2* (mouse)	Advanced Cell Diagnostics	#405991-C2	
Sequence-based reagent	RNAscope probe *Chac1* (mouse)	Advanced Cell Diagnostics	#514501	
Commercial assay or kit	RNAscope Multiplex Fluorescent Reagent Kit v2	Advanced Cell Diagnostics	#323100	
Commercial assay or kit	TSA Plus Cyanine 5	PerkinElmer	NEL745001KT	(1:1000)
Commercial assay or kit	TSA Plus Cyanine 3	PerkinElmer	NEL744001KT	(1:2000)
Commercial assay or kit	DNA-free DNA Removal Kit	Life Technologies	AM1906	
Commercial assay or kit	SuperScript III First-Strand Synthesis System	Invitrogen	#18080051	
Commercial assay or kit	iQ SYBR Green Supermix	Bio-Rad	#1708880	
Commercial assay or kit	TruSeq v2 mRNA kit	Illumina	RS-122–2001	
Chemical compound, drug	Rapamycin	LC Laboratories	R5000	
Antibody	Rabbit anti-phospho-EIF2alpha (polyclonal)	Cell Signaling Technology	CST #9721; RRID:AB_330951	WB (1:1000)
Antibody	Rabbit anti- EIF2alpha (polyclonal)	Cell Signaling Technology	CST #9722; RRID:AB_2230924	WB (1:2000)
Antibody	Rabbit anti-phospho S6 ribosomal protein, S240/244(polyclonal)	Cell Signaling Technology	CST #5364; RRID:AB_10694233	WB (1:4000) IF (1:1000)
Antibody	Mouse anti-S6 ribosomal protein (monoclonal)	Santa Cruz Biotechnology	sc-74459; RRID:AB_1129205	WB (1:2000) IF (1:500)
Antibody	Mouse anti-Vinculin (monoclonal)	Sigma	V9131; RRID:AB_477629	WB (1:20000)
Software, algorithm	GraphPad Prism 7	GraphPad software	RRID:SCR_002798	
Software, algorithm	kallisto v0.42.4	Bray et al., 2016	RRID:SCR_016582; https://pachterlab.github.io/kallisto/about	
Software, algorithm	sleuth v0.30.0	Pimentel et al., 2017	RRID:SCR_016883; https://pachterlab.github.io/sleuth/about	
Software, algorithm	featureCounts	Liao et al., 2014	RRID:SCR_012919; http://bioinf.wehi.edu.au/featureCounts	
Software, algorithm	hisat2 v2.1.0	Kim et al., 2019	RRID:SCR_015530; https://daehwankimlab.github.io/hisat2/	
Software, algorithm	fastx_clipper	Hannon Lab	http://hannonlab.cshl.edu/fastx_toolkit/	
Software, algorithm	fastx_trimmer	Hannon Lab	http://hannonlab.cshl.edu/fastx_toolkit/	
Software, algorithm	bowtie2 v 2.2.3	Langmead and Salzberg, 2012	RRID:SCR_005476; http://bowtie-bio.sourceforge.net/bowtie2/index.shtml	
Software, algorithm	RiboWaltz v1.0.1	Lauria et al., 2018	RRID:SCR_016948; https://github.com/LabTranslationalArchitectomics/RiboWaltz	
Software, algorithm	DESeq2 v1.22.2	Love et al., 2014	RRID:SCR_015687; https://bioconductor.org/packages/release/bioc/html/DESeq2.html	
Software, algorithm	riborex v2.3.4	Li et al., 2017	RRID:SCR_019104; https://github.com/smithlabcode/riborex	
Software, algorithm	ensembldb v2.6.8	Rainer et al., 2019	RRID:SCR_019103; https://www.bioconductor.org/packages/release/bioc/html/ensembldb.html	
Software, algorithm	Pause site identification algorithm	Ishimura et al., 2014	N/A	
Software, algorithm	Ingenuity Pathway Analysis (IPA)	QIAGEN, Inc	RRID:SCR_008653; https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis	
Software, algorithm	DAVID bioinformatics web server	Huang et al., 2009	RRID:SCR_001881; http://david.abcc.ncifcrf.gov	

### Mouse strains

*Gtpbp1*^-/+^ mice were generated previously on a mixed genetic background with a portion of exon three and all of exon four replaced with a PGK-Neo cassette (Senju et al., 2000). These mice were backcrossed to C57BL/6J mice for more than 10 generations to generate congenic B6J.*Gtpbp1*^-/-^ mice and genotyped with the following primers (wild-type forward primer: 5’GAGTACGGGCTGAGTGAAGC3’, wild type reverse primer: 5’TGGACAGGAACCTGATGTGA3’, mutant forward primer: 5’TACGCCACCGTGAAGAGCAT3’, mutant reverse primer: 5’AGGGGAGGAGTGGAAGGTGG3’). Homozygosity for the tRNA (*n-Tr20*^J/J^) mutation was confirmed by genotyping (Ishimura et al., 2014). For transgene rescue experiments, B6J.Tg(*n-Tr20*^wt^); *Gtpbp1*^-/-^ mice were generated by crossing B6J.*Gtpbp1*^+/-^ mice to B6J-Tg(*n-Tr20*^wt^) mice that transgenically express wild-type levels of wild type *n-Tr20* (Ishimura et al., 2014) and then backcrossing to B6J.*Gtpbp1*^-/+^ mice. C57BL/6J (B6J) and B6J.*Gcn2*^-/-^ (*Eif2ak4^tm1.2Dron^*) mice were obtained from The Jackson Laboratory. Neurological defects were observed in B6J.*Gtpbp1*^-/-^ and B6J-*Gtpbp2*^-/^ males and females; therefore, mice of both sexes were used for experiments. The Jackson Laboratory Animal Care and Use Committee and the University of California San Diego Animal Care and Use Committee approved all mouse protocols (animal protocol number S15286).

### Rapamycin treatment

Rapamycin (LC laboratories) stock solution (50 mg/ml) was prepared in ethanol and diluted on the day of injection in equal volumes of a 10% PEG-400/8% ethanol solution and 10% Tween-80. Mice were injected intraperitoneally with 5 mg/kg rapamycin or vehicle daily; injections were performed from P14-P21 for tissue collection (RNA isolation or western blotting) or from P14-P28 or P28-P42 for histological analysis.

### Histology and immunohistochemistry

Anesthetized mice were transcardially perfused with 4% paraformaldehyde (PFA) for immunofluorescence, 10% neutral buffered formalin (NBF) for in situ hybridization or immunofluorescence, or Bouin’s fixative for histology. Tissues were post-fixed overnight and embedded in paraffin. For histological analysis, sections were deparaffinized, rehydrated, and were stained with hematoxylin and eosin according to standard procedures. Histological slides were imaged using a digital slide scanner (Hamamatsu).

For quantification of cerebellar granule cells, the total number of granule cells (viable and pyknotic cells) were counted in a 0.025 mm^2^ area from lobule VI or IX and averaged from three sections per brain spaced 100 μm apart at midline. For quantification of hippocampal neurons, the number of neurons with, and without, pyknotic nuclei were counted in the CA1 or DG of the hippocampus and averaged from three sections, spaced 50–70 μm apart and about 1.5 mm off midline, per brain. For quantification of pyknotic nuclei in the cortex, the total number of pyknotic nuclei were counted across the entire section and averaged from three sections per animal spaced 50–70 μm apart and about 2–2.5 mm off midline. All histological quantifications were performed with three mice of each genotype and time point using mice of both sexes.

For immunofluorescence, antigen retrieval on deparaffinized PFA-fixed sections was performed by microwaving sections in 0.01M sodium citrate buffer (pH 6.0, 0.05% Tween-20), three times for three minutes each. NBF-fixed sections were microwaved three times for three minutes, followed by two times for nine minutes. PFA- or NBF-fixed sections were incubated with the following primary antibodies: rabbit anti-cleaved caspase 3-D175 (Cell Signaling, #9661, 1:100, PFA-fixed tissue), CTIP2/BCL11B (Abcam, ab18465, 1:500, PFA-fixed tissue), p-S6^240/244^ (Cell Signaling, #5364, 1:1000, NBF-fixed tissue), and RPS6 (Santa Cruz Biotechnology, sc-74459, 1:500, NBF-fixed tissue). Detection of primary antibodies was performed with goat anti-mouse Alexa Fluor-488, goat anti-rabbit Alexa Fluor-488, goat anti-rat Alexa Fluor-555, and goat anti-rabbit Alexa Fluor-555 secondary antibodies (Invitrogen). Sections were counterstained with DAPI, and treated with Sudan black to quench autofluorescence.

### RNAscope (in situ hybridization)

In situ hybridization of *Gtpbp1, Gtpbp2, Sesn2, Slc7a1, Ddr2* and *Chac1* probes was performed as per the manufacturer’s protocol (RNAscope Multiplex Fluorescent Reagent Kit v2; Advanced Cell Diagnostics). Briefly, deparaffinized NBF-fixed sections were treated for 15 min with Target Retrieval Reagent at 100 °C and subsequently treated with Protease Plus for 30 min at 40 °C. RNAscope probes were hybridized for 2 hr. TSA Plus Cyanine 5 (PerkinElmer, 1:1000) was used as a secondary fluorophore for C1 probes (*Gtpbp2*, *Slc7a1*, *Chac1*) and TSA Plus Cyanine 3 (PerkinElmer, 1:2000) was used as a secondary fluorophore for C2 probes (*Gtpbp1*, *Sesn2*, *Ddr2*).

### Reverse transcription, quantitative PCR, and genomic PCR analysis

Cerebella or hippocampi were isolated and immediately frozen in liquid nitrogen. Total RNA was extracted with Trizol reagent (Life Technologies). cDNA synthesis was performed on DNase-treated (DNA-free DNA Removal Kit, Life Technologies AM1906) total RNA using oligo(dT) primers and the SuperScript III First-Strand Synthesis System (Life Technologies). Quantitative RT-PCR (qRT) reactions were performed using iQ SYBR Green Supermix (Bio-Rad) and a CFX96 Real-Time PCR Detection System (Bio-Rad). Reactions were performed with primers previously published (Ishimura et al., 2016). Expression levels of the genes of interest were normalized to *β-actin (Actb*) (forward primer: 5’GGCTGTATTCCCCTCCATCG3’, reverse primer: 5’ CCAGTTGGTAACAATGCCATGT3’) using the 2^-ΔΔCT^ method (Livak and Schmittgen, 2001) and expressed as fold change + standard error of the mean (SEM) relative to control (B6J).

### RNA-Seq library preparation

Cerebella from various strains were isolated from 3-week-old mice (P21, n = 3 mice for each genotype) and immediately frozen in liquid nitrogen. RNA-Seq libraries were prepared using the TruSeq v2 mRNA kit (Illumina). Briefly, total cerebellar RNA was isolated and RNA quality was assessed on an Agilent TapeStation. mRNA was purified using biotin-tagged poly(dT) oligonucleotides and streptavidin-coated magnetic beads. After fragmentation of mRNA, libraries were prepared according to the manufacturer’s instructions. Paired end reads (2 × 100 bp) were obtained using the HiSeq 4000 (Illumina).

### Ribosome profiling library construction

Ribosome profiling libraries were generated as previously described (Ingolia et al., 2012; Ishimura et al., 2014) with some minor modifications. Briefly, dissected cerebella were immediately frozen in liquid nitrogen. One cerebellum from P21 mice was used for each biological replicate, and three biological replicates were prepared for each genotype. Tissue homogenization was performed with a mixer mill (Retsch MM400) in 350 µl lysis buffer (20 mM Tris-Cl, pH 8.0, 150 mM NaCl, 5 mM MgCl_2_, 1 mM DTT, 100 µg/ml CHX, 1% (v/v) TritonX-100, 25 units/ml Turbo DNaseI). Lysates were treated with RNase I and overlaid on top of a sucrose cushion in 5 ml Beckman Ultraclear tubes and centrifuged in an SW55Ti rotor for 4 hr at 4°C at 46,700 rpm. Pellets were resuspended and RNA was extracted using the miRNeasy kit (QIAGEN) according to the manufacturer’s instructions. 26–34 nucleotide RNA fragments were purified by electrophoresis on a 15% denaturing polyacrylamide gel. Linker addition, cDNA generation (first-strand synthesis was performed at 50°C for 1 hr), circularization, rRNA depletion, and amplification of cDNAs with indexing primers were performed. Library quality and concentration were assessed using High Sensitivity D1000 ScreenTapes on the Agilent TapeStation, Qubit 2.0 Fluorometer, and qPCR. Libraries were run on a HiSeq4000 (SR75).

### RNA-Seq data analysis

Reads were quantified using kallisto version 0.42.4 (Bray et al., 2016) and pseudo-aligned to a Gencode M20 transcriptome reference with parameters –bias and -b 100. Differential expression was performed using sleuth version 0.30.0 (Pimentel et al., 2017). To identify differentially expressed genes the following pairwise comparisons were performed: B6J vs. B6J.*Gtpbp1*^-/-^, B6J vs. B6J-*Gtpbp2*^-/-^, and B6J.*Gtpbp1*^-/-^ vs. B6J-*Gtpbp2*^-/-^. Using functions within sleuth, we aggregated transcript expression at the gene level (by Ensembl gene identifier), fit null models and models corresponding to the genotype of the samples for each gene, and performed Wald tests on the models for each gene to identify differentially expressed genes. Multiple hypothesis testing correction was done using a Benjamini-Hochberg correction, which is the default method in sleuth and referred to as q-value. For downstream TE analysis, mapping to mm10 using a Gencode M20 transcript annotation was performed using hisat2 version 2.1.0 (Kim et al., 2019) using default parameters.

### Ribosome profiling data analysis

Reads were clipped to remove adaptor sequences (CTGTAGGCACCATCAAT) using fastx_clipper and trimmed so that reads start on the second base using fastx_trimmer (http://hannonlab.cshl.edu/fastx_toolkit/). Reads containing ribosomal RNA were then filtered out by mapping to a ribosomal RNA reference using bowtie2 version 2.2.3 using parameters -L 13 (Langmead and Salzberg, 2012). Remaining reads were mapped to a mm10 mouse reference using a Gencode M20 annotation, or a Gencode M20 transcript reference using hisat2 version 2.1.0 (Kim et al., 2019). Ribosomal A-sites were identified using RiboWaltz version 1.0.1 (Lauria et al., 2018), and read lengths 29–33 were retained for further analysis. Observed/expected reads were calculated with the expected reads being the read density expected at a given site with a given codon, assuming that reads are uniformly distributed across the coding part of the transcript. Pauses were identified using previous methodology (Ishimura et al., 2014) using a 0.5 reads/codon in all samples to threshold transcripts to analyze. Correlation between gene pauses and gene expression was calculated by taking the average pause scores of transcripts associated with a gene for transcripts with ≥0.5 reads/codon across the B6J.*Gtpbp1*^-/-^ samples. The sum of these pause scores across all replicates was then correlated with the sleuth *beta* values (in the B6J.*Gtpbp1*^-/-^ vs. B6J comparison) for genes that passed the reads/codon thresholding in the ribosome profiling datasets.

Read counts for translational efficiency (TE) analysis were quantified using featureCounts (Liao et al., 2014) with footprints overlapping CDS features and RNA read pairs overlapping gene exon features. Histone mRNAs were removed from the analysis by removing gene names with the prefix ‘Hist’ and filtering out genes in HistoneDB 2.0 (Draizen et al., 2016). Differential TE analysis was performed using riborex version 2.3.4 using the DESeq2 engine (Li et al., 2017). TE analysis of AGA A-site filtered datasets was performed by identifying AGA codons in the transcriptome and transferring the coordinates to the genome using ensembldb v.2.6.8 (Rainer et al., 2019). Then reads with AGAs in the A-site (±1 codon based on riboWaltz A-site offset for each read length) were removed and the above TE analysis was performed. A list of mouse genes with known TOP motifs were identified in Yamashita et al., 2008.

### Gene ontology (GO) and pathway analysis

RNA-sequencing data were analyzed using Ingenuity Pathway Analysis (QIAGEN Inc, https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis). Gene Ontology (GO) pathway analysis was performed using the DAVID bioinformatics web server (http://david.abcc.ncifcrf.gov) by uploading the gene lists from our ribosome profiling analysis (AGA pausing genes, z ≥ 10, stalls detected in any biological replicates). ﻿The functional annotation chart and clustering analysis modules were utilized for gene-term enrichment analysis, and terms with a Benjamini-Hochberg adjusted p-value≤0.05 were considered enriched.

### Western blotting

Cerebella or hippocampi were isolated and immediately frozen in liquid nitrogen. Proteins were extracted by homogenizing tissue in 5 volumes of RIPA buffer with cOmplete Mini, EDTA-free Protease Inhibitor Cocktail (Roche), sonicated two times for 10 s (Branson, 35% amplitude), incubated for 30 min at 4°C, centrifuged at 16,000xg for 25 min, and 25 µg of whole protein lysate were resolved on SDS-PAGE gels prior to transfer to PVDF membranes (GE Healthcare Life Sciences, #10600023) using a tank blotting apparatus (BioRad).

For detection of phosphoproteins, frozen tissue samples were homogenized in 5 volumes of homogenization buffer (50 mM HEPES/KOH, pH 7.5, 140 mM potassium acetate, 4 mM magnesium acetate, 2.5 mM dithiothreitol, 0.32M sucrose, 1 mM EDTA, 2 mM EGTA) (Carnevalli et al., 2004), supplemented with phosphatase and protease inhibitors (PhosStop and cOmplete Mini, EDTA-free Protease Inhibitor Cocktail, Roche). Lysate samples were centrifuged at 12,000xg for 7 min, and either 30 µg (detection of ribosomal protein S6) or 70 µg (detection of eIF2alpha) of whole protein lysate were resolved on SDS-PAGE gels prior to transfer to PVDF membranes. After blocking in 5% nonfat dry milk (Cell Signaling, #9999S), blots were probed with primary antibodies at 4°C overnight: rabbit anti-phospho-S6^240/244^ (Cell Signaling, #5364, 1:4000), mouse anti-RPS6 (Santa Cruz Biotechnology, sc-74459, 1:2000), rabbit anti-phospho-eIF2alpha^S51^ (Cell Signaling, #9721, 1:1000), rabbit anti-eIF2alpha (Cell Signaling, #9722, 1:2000), mouse anti-vinculin (Sigma, V-9131, 1:20,000). Followed by incubation with HRP-conjugated secondary antibodies for 2 hr at room temperature: goat anti-rabbit IgG (BioRad, #170–6515) or goat anti-mouse IgG (BioRad, #170–6516). Signals were detected with SuperSignal West Pico Chemiluminescent Substrate (ThermoScientific, #34080).

### Statistics

For quantification of protein expression, RNA expression, or histological quantifications, p-values were computed in GraphPad Prism using either multiple *t*-tests, one-way ANOVA, or two-way ANOVA, and corrected for multiple comparisons as indicated in the figure legends. All quantifications were performed with at least three mice of each genotype and time point. Neurological defects were observed in B6J.*Gtpbp1*^-/-^ and B6J-*Gtpbp2*^-/-^ male and female mice. Therefore, mice of both sexes were used for experiments.

## Data Availability

All data generated or analysed during this study are included in the manuscript and supporting files. The RNA sequencing and ribosome footprint data have been made available (GSE157902). The following dataset was generated: TerreyMAdamsonSIGibsonALDengTIshimuraRChuangJHAckermanSL2020GTPBP1 resolves paused ribosomes to maintain neuronal homeostasisNCBI Gene Expression OmnibusGSE15790210.7554/eLife.62731PMC766588833186095

## References

[bib1] Atkinson GC (2015). The evolutionary and functional diversity of classical and lesser-known cytoplasmic and organellar translational GTPases across the tree of life. BMC Genomics.

[bib2] Becker T, Franckenberg S, Wickles S, Shoemaker CJ, Anger AM, Armache JP, Sieber H, Ungewickell C, Berninghausen O, Daberkow I, Karcher A, Thomm M, Hopfner KP, Green R, Beckmann R (2012). Structural basis of highly conserved ribosome recycling in eukaryotes and archaea. Nature.

[bib3] Bertoli-Avella AM, Garcia-Aznar JM, Brandau O, Al-Hakami F, Yüksel Z, Marais A, Grüning NM, Abbasi Moheb L, Paknia O, Alshaikh N, Alameer S, Marafi MJ, Al-Mulla F, Al-Sannaa N, Rolfs A, Bauer P (2018). Biallelic inactivating variants in the GTPBP2 gene cause a neurodevelopmental disorder with severe intellectual disability. European Journal of Human Genetics.

[bib4] Blair JD, Hockemeyer D, Doudna JA, Bateup HS, Floor SN (2017). Widespread translational remodeling during human neuronal differentiation. Cell Reports.

[bib5] Brandman O, Hegde RS (2016). Ribosome-associated protein quality control. Nature Structural & Molecular Biology.

[bib6] Bray NL, Pimentel H, Melsted P, Pachter L (2016). Near-optimal probabilistic RNA-seq quantification. Nature Biotechnology.

[bib7] Brule CE, Grayhack EJ (2017). Synonymous codons: choose wisely for expression. Trends in Genetics.

[bib8] Buhr F, Jha S, Thommen M, Mittelstaet J, Kutz F, Schwalbe H, Rodnina MV, Komar AA (2016). Synonymous codons direct cotranslational folding toward different protein conformations. Molecular Cell.

[bib9] Buszczak M, Signer RA, Morrison SJ (2014). Cellular differences in protein synthesis regulate tissue homeostasis. Cell.

[bib10] Carnevalli LS, Pereira CM, Longo BM, Jaqueta CB, Avedissian M, Mello LE, Castilho BA (2004). Phosphorylation of translation initiation factor eIF2alpha in the brain during pilocarpine-induced status epilepticus in mice. Neuroscience Letters.

[bib11] Carter MT, Venkateswaran S, Shapira-Zaltsberg G, Davila J, Humphreys P, Kernohan KD, Boycott KM, Care4Rare Canada Consortium (2019). Clinical delineation of *GTPBP2*-associated neuro-ectodermal syndrome: report of two new families and review of the literature. Clinical Genetics.

[bib12] Castelo-Szekely V, Arpat AB, Janich P, Gatfield D (2017). Translational contributions to tissue specificity in rhythmic and constitutive gene expression. Genome Biology.

[bib13] Chaney JL, Clark PL (2015). Roles for synonymous codon usage in protein biogenesis. Annual Review of Biophysics.

[bib14] Chesnokova E, Bal N, Kolosov P (2017). Kinases of eIF2a switch translation of mRNA subset during neuronal plasticity. International Journal of Molecular Sciences.

[bib15] Chu D, Kazana E, Bellanger N, Singh T, Tuite MF, von der Haar T (2014). Translation elongation can control translation initiation on eukaryotic mRNAs. The EMBO Journal.

[bib16] Collart MA, Weiss B (2020). Ribosome pausing, a dangerous necessity for co-translational events. Nucleic Acids Research.

[bib17] D'Orazio KN, Wu CC, Sinha N, Loll-Krippleber R, Brown GW, Green R (2019). The endonuclease Cue2 cleaves mRNAs at stalled ribosomes during no go decay. eLife.

[bib18] Dai M, Lu H (2009). Cross talk between c-myc and ribosomes. Journal of Cellular Biochemistry.

[bib19] Dalton LE, Healey E, Irving J, Marciniak SJ (2012). Phosphoproteins in stress-induced disease. Progress in Molecular Biology and Translational Science.

[bib20] Darnell AM, Subramaniam AR, O'Shea EK (2018). Translational control through differential ribosome pausing during amino acid limitation in mammalian cells. Molecular Cell.

[bib21] Draizen EJ, Shaytan AK, Mariño-Ramírez L, Talbert PB, Landsman D, Panchenko AR (2016). HistoneDB 2.0: a histone database with variants--an integrated resource to explore histones and their variants. Database.

[bib22] Drummond DA, Wilke CO (2008). Mistranslation-induced protein misfolding as a dominant constraint on coding-sequence evolution. Cell.

[bib23] Gonzalez C, Sims JS, Hornstein N, Mela A, Garcia F, Lei L, Gass DA, Amendolara B, Bruce JN, Canoll P, Sims PA (2014). Ribosome profiling reveals a cell-type-specific translational landscape in brain tumors. Journal of Neuroscience.

[bib24] Guydosh NR, Kimmig P, Walter P, Green R (2017). Regulated Ire1-dependent mRNA decay requires no-go mRNA degradation to maintain endoplasmic reticulum homeostasis in *S. pombe*. eLife.

[bib25] Guydosh NR, Green R (2014). Dom34 rescues ribosomes in 3′ Untranslated Regions. Cell.

[bib26] Han J, Back SH, Hur J, Lin YH, Gildersleeve R, Shan J, Yuan CL, Krokowski D, Wang S, Hatzoglou M, Kilberg MS, Sartor MA, Kaufman RJ (2013). ER-stress-induced transcriptional regulation increases protein synthesis leading to cell death. Nature Cell Biology.

[bib27] Harding HP, Zhang Y, Zeng H, Novoa I, Lu PD, Calfon M, Sadri N, Yun C, Popko B, Paules R, Stojdl DF, Bell JC, Hettmann T, Leiden JM, Ron D (2003). An integrated stress response regulates amino acid metabolism and resistance to oxidative stress. Molecular Cell.

[bib28] Harding HP, Ordonez A, Allen F, Parts L, Inglis AJ, Williams RL, Ron D (2019). The ribosomal P-stalk couples amino acid starvation to GCN2 activation in mammalian cells. eLife.

[bib29] Huang DW, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nature Protocols.

[bib30] Ibrahim F, Maragkakis M, Alexiou P, Mourelatos Z (2018). Ribothrypsis, a novel process of canonical mRNA decay, mediates ribosome-phased mRNA endonucleolysis. Nature Structural & Molecular Biology.

[bib31] Inglis AJ, Masson GR, Shao S, Perisic O, McLaughlin SH, Hegde RS, Williams RL (2019). Activation of GCN2 by the ribosomal P-stalk. PNAS.

[bib32] Ingolia NT, Brar GA, Rouskin S, McGeachy AM, Weissman JS (2012). The ribosome profiling strategy for monitoring translation in vivo by deep sequencing of ribosome-protected mRNA fragments. Nature Protocols.

[bib33] Ishimura R, Nagy G, Dotu I, Zhou H, Yang XL, Schimmel P, Senju S, Nishimura Y, Chuang JH, Ackerman SL (2014). Ribosome stalling induced by mutation of a CNS-specific tRNA causes neurodegeneration. Science.

[bib34] Ishimura R, Nagy G, Dotu I, Chuang JH, Ackerman SL (2016). Activation of GCN2 kinase by ribosome stalling links translation elongation with translation initiation. eLife.

[bib35] Jaberi E, Rohani M, Shahidi GA, Nafissi S, Arefian E, Soleimani M, Rasooli P, Ahmadieh H, Daftarian N, KaramiNejadRanjbar M, Klotzle B, Fan J-B, Turk C, Steemers F, Elahi E (2016). Identification of mutation in GTPBP2 in patients of a family with neurodegeneration accompanied by iron deposition in the brain. Neurobiology of Aging.

[bib36] Jiang X, Feng S, Chen Y, Feng Y, Deng H (2016). Proteomic analysis of mTOR inhibition-mediated phosphorylation changes in ribosomal proteins and eukaryotic translation initiation factors. Protein & Cell.

[bib37] Joazeiro CAP (2019). Mechanisms and functions of ribosome-associated protein quality control. Nature Reviews Molecular Cell Biology.

[bib38] Juszkiewicz S, Speldewinde SH, Wan L, Svejstrup JQ, Hegde RS (2020). The ASC-1 complex disassembles collided ribosomes. Molecular Cell.

[bib39] Kaiser CM, Liu K (2018). Folding up and moving on-nascent protein folding on the ribosome. Journal of Molecular Biology.

[bib40] Kapur M, Ganguly A, Nagy G, Adamson SI, Chuang JH, Frankel WN, Ackerman SL (2020). Expression of the neuronal tRNA n-Tr20 regulates synaptic transmission and seizure susceptibility. Neuron.

[bib41] Kim D, Paggi JM, Park C, Bennett C, Salzberg SL (2019). Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nature Biotechnology.

[bib42] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with bowtie 2. Nature Methods.

[bib43] Laplante M, Sabatini DM (2009). mTOR signaling at a glance. Journal of Cell Science.

[bib44] Laplante M, Sabatini DM (2013). Regulation of mTORC1 and its impact on gene expression at a glance. Journal of Cell Science.

[bib45] Lauria F, Tebaldi T, Bernabò P, Groen EJN, Gillingwater TH, Viero G (2018). riboWaltz: optimization of ribosome P-site positioning in ribosome profiling data. PLOS Computational Biology.

[bib46] Li W, Wang W, Uren PJ, Penalva LOF, Smith AD (2017). Riborex: fast and flexible identification of differential translation from Ribo-seq data. Bioinformatics.

[bib47] Liakath-Ali K, Mills EW, Sequeira I, Lichtenberger BM, Pisco AO, Sipilä KH, Mishra A, Yoshikawa H, Wu CC, Ly T, Lamond AI, Adham IM, Green R, Watt FM (2018). An evolutionarily conserved ribosome-rescue pathway maintains epidermal homeostasis. Nature.

[bib48] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[bib49] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta delta C(T)) Method. Methods.

[bib50] López KG de la C (2019). mTORC1 as a regulator of mitochondrial functions and a therapeutic target in cancer. Frontiers in Oncology.

[bib51] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biology.

[bib52] Ma XM, Blenis J (2009a). mTOR complex 2 signaling and functions. Nature Reviews. Molecular Cell Biology.

[bib53] Ma XM, Blenis J (2009b). Molecular mechanisms of mTOR-mediated translational control. Nature Reviews Molecular Cell Biology.

[bib54] Masson GR (2019). Towards a model of GCN2 activation. Biochemical Society Transactions.

[bib55] Mayer C, Grummt I (2006). Ribosome biogenesis and cell growth: mtor coordinates transcription by all three classes of nuclear RNA polymerases. Oncogene.

[bib56] Nandagopal N, Roux PP (2015). Regulation of global and specific mRNA translation by the mTOR signaling pathway. Translation.

[bib57] Park Y, Reyna-Neyra A, Philippe L, Thoreen CC (2017). mTORC1 balances cellular amino acid supply with demand for protein synthesis through Post-transcriptional control of ATF4. Cell Reports.

[bib58] Pelechano V, Wei W, Steinmetz LM (2015). Widespread co-translational RNA decay reveals ribosome dynamics. Cell.

[bib59] Pimentel H, Bray NL, Puente S, Melsted P, Pachter L (2017). Differential analysis of RNA-seq incorporating quantification uncertainty. Nature Methods.

[bib60] Pisareva VP, Skabkin MA, Hellen CU, Pestova TV, Pisarev AV (2011). Dissociation by Pelota, Hbs1 and ABCE1 of mammalian vacant 80S ribosomes and stalled elongation complexes. The EMBO Journal.

[bib61] Puertollano R (2014). mTOR and lysosome regulation. F1000Prime Reports.

[bib62] Rainer J, Gatto L, Weichenberger CX (2019). Ensembldb: an R package to create and use Ensembl-based annotation resources. Bioinformatics.

[bib63] Rodnina MV (2016). The ribosome in action: tuning of translational efficiency and protein folding. Protein Science.

[bib64] Sanchez M, Lin Y, Yang CC, McQuary P, Rosa Campos A, Aza Blanc P, Wolf DA (2019). Cross talk between eIF2α and eEF2 phosphorylation pathways optimizes translational arrest in response to oxidative stress. iScience.

[bib65] Saxton RA, Sabatini DM (2017). mTOR signaling in growth, metabolism, and disease. Cell.

[bib66] Schuller AP, Green R (2018). Roadblocks and resolutions in eukaryotic translation. Nature Reviews Molecular Cell Biology.

[bib67] Senju S, Iyama K, Kudo H, Aizawa S, Nishimura Y (2000). Immunocytochemical analyses and targeted gene disruption of GTPBP1. Molecular and Cellular Biology.

[bib68] Shoemaker CJ, Green R (2011). Kinetic analysis reveals the ordered coupling of translation termination and ribosome recycling in yeast. PNAS.

[bib69] Spencer PS, Siller E, Anderson JF, Barral JM (2012). Silent substitutions predictably alter translation elongation rates and protein folding efficiencies. Journal of Molecular Biology.

[bib70] Stein KC, Frydman J (2019). The stop-and-go traffic regulating protein biogenesis: how translation kinetics controls proteostasis. Journal of Biological Chemistry.

[bib71] Sudmant PH, Lee H, Dominguez D, Heiman M, Burge CB (2018). Widespread accumulation of ribosome-associated isolated 3' UTRs in neuronal cell populations of the aging brain. Cell Reports.

[bib72] Thommen M, Holtkamp W, Rodnina MV (2017). Co-translational protein folding: progress and methods. Current Opinion in Structural Biology.

[bib73] Thoreen CC, Chantranupong L, Keys HR, Wang T, Gray NS, Sabatini DM (2012). A unifying model for mTORC1-mediated regulation of mRNA translation. Nature.

[bib74] Thoreen CC (2017). The molecular basis of mTORC1-regulated translation. Biochemical Society Transactions.

[bib75] Wolf AS, Grayhack EJ (2015). Asc1, homolog of human RACK1, prevents frameshifting in yeast by ribosomes stalled at CGA codon repeats. RNA.

[bib76] Woo KC, Kim TD, Lee KH, Kim DY, Kim S, Lee HR, Kang HJ, Chung SJ, Senju S, Nishimura Y, Kim KT (2011). Modulation of exosome‐mediated mRNA turnover by interaction of gtp‐binding protein 1 (GTPBP1) with its target mRNAs. The FASEB Journal.

[bib77] Wortel IMN, van der Meer LT, Kilberg MS, van Leeuwen FN (2017). Surviving stress: modulation of ATF4-Mediated stress responses in normal and malignant cells. Trends in Endocrinology and Metabolism: TEM.

[bib78] Yamashita R, Suzuki Y, Takeuchi N, Wakaguri H, Ueda T, Sugano S, Nakai K (2008). Comprehensive detection of human terminal oligo-pyrimidine (TOP) genes and analysis of their characteristics. Nucleic Acids Research.

[bib79] Yu CH, Dang Y, Zhou Z, Wu C, Zhao F, Sachs MS, Liu Y (2015). Codon usage influences the local rate of translation elongation to regulate co-translational protein folding. Molecular Cell.

[bib80] Zhang P, McGrath BC, Reinert J, Olsen DS, Lei L, Gill S, Wek SA, Vattem KM, Wek RC, Kimball SR, Jefferson LS, Cavener DR (2002). The GCN2 eIF2α kinase is required for adaptation to amino acid deprivation in mice. Molecular and Cellular Biology.

[bib81] Zinoviev A, Goyal A, Jindal S, LaCava J, Komar AA, Rodnina MV, Hellen CUT, Pestova TV (2018). Functions of unconventional mammalian translational GTPases GTPBP1 and GTPBP2. Genes & Development.

[bib82] Zinzalla V, Stracka D, Oppliger W, Hall MN (2011). Activation of mTORC2 by association with the ribosome. Cell.

How the deposited data were processed for this re-analysis (not part of the article)

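RNA-seq and ribosome profiling of the cerebellum of B6J, B6J.*Gtpbp1*-/- and B6J-*Gtpbp2*-/- mice at P21 were examined, with 3 mice for each genotype and assay, which gives 9 RNA and 9 footprint libraries. Mice of both sexes were used by the authors.

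For RNA, the authors pseudo-aligned paired-end reads to the Gencode M20 transcriptome with kallisto with bias correction, and deposited an estimated count for each transcript, which is neither whole nor normalized. TPM values, which kallisto normalizes for effective transcript length and library total, were deposited by the authors beside the estimated counts. For ribosome profiling, the authors clipped adaptors, trimmed the first base, removed ribosomal RNA reads with bowtie2, mapped the remaining reads to the mouse genome with hisat2 and deposited the raw count of footprints on the coding sequence of each gene from featureCounts, without normalization. Neither kind of value holds the position of a read, so the ribosome occupancy of codons could not be computed, and the lists of pausing genes and pause scores are the paper's, from Supplementary file 1.

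Estimated counts were summed over the transcripts of each gene and rounded. Of the 54752 genes in the RNA files, 54723 were matched to Gencode M21 on GRCm38 for positions. The total count per library was between 37794598 and 52114400 for RNA and between 3630823 and 10442573 for footprints.

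Differential expression was tested for each pair of genotypes with the quasi-likelihood test of edgeR (4.0.16, in R 4.3.3), with robust estimation, TMM normalization and Benjamini-Hochberg adjustment, at an adjusted p of at most 0.05. Genes with at least 5 counts in at least 3 of the 6 libraries were tested. Footprints were tested in the same way. Average log2 CPM used a prior count of 2. For TE, the 12 libraries of a mutant and B6J entered a single model with terms for assay, genotype and their interaction, and the interaction was tested for genes with at least 10 counts in at least 3 of the 6 libraries of each assay. Genes with the prefix Hist were removed, as in the paper, but the list of HistoneDB that the paper also used was not available. Gene sets were tested with fry, and with camera as an alternative (limma 3.58.1), for the 53 5'TOP genes, the 36 other ribosomal protein genes and the 20 genes labelled as ATF4 targets in Fig. 3A. The 6 fry tests were adjusted together, and the 3 tests of the difference between the mutants were adjusted together. This adjustment was added after the unadjusted values were seen, so both are given. Medians of a set were compared between mice with an exact permutation test, two-sided. The 53 genes were taken as the block of ribosomal protein and translation factor genes that stand together in the first TE list of Supplementary file 3, since the paper gives their number and the publication the list came from, but not the list itself.

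Pausing genes were compared with other genes by Fisher's exact test, two-sided, and with 10000 random lists matched on expression in 10 bins. Spearman's rho between pause score and expression change was tested with 100000 permutations. These steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

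The alternatives tried were DESeq2 (1.42.0), upper quartile normalization, an offset for effective transcript length, limma on log counts per effective length with a pseudocount of 0.5, edgeR's filterByExpr, no filter, all 9 RNA libraries in a single model, a replicate block, protein-coding transcripts alone, and leaving out each replicate. For TE they also included TMM within each assay, a mean count of at least 1, all 18 libraries in a single model and a replicate block within genotype that pairs RNA and footprint libraries. Replicate numbers come from the sample labels, and the paper does not say that libraries of the same number share a mouse or a day of preparation. Sex as a covariate, limma-voom with weights for each assay and every test on footprints alone were added after the data were seen. So were the tests of the other ribosomal protein genes as a set, with their alternatives. Sex was read from *Ddx3y*.

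The tests were also tested on simulated data in which 200 genes were changed. These genes were drawn only from genes with high mean counts, and each design was simulated a single time. Every simulated TE change was larger than that of *Rps29*, so recovery of smaller changes was not measured. For RNA the main test recovered 76.5% of the changed genes in a design like that of B6J.*Gtpbp1*-/- mice and 74% in one like that of B6J-*Gtpbp2*-/- mice, with 13.6% and 7.5% of its calls false. For TE it recovered 65.5% and 73%, with 7.7% and 7.6% false. DESeq2 recovered 83.5% and 82.5% for RNA and 73.5% and 80.5% for TE, with 24.4%, 19.9%, 22.2% and 19.5% of its calls false. In each of these designs the share of false calls was above the nominal 5% for the main test as well as for DESeq2. The median error of a log2 fold change was 0.109 and 0.113 for RNA and 0.225 and 0.169 for TE.

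The genes named were chosen by a rule fixed in advance: every gene the paper names for these libraries or labels in Fig. 2E or Fig. 3A, the genes of its qRT-PCR panel, and for each comparison of RNA or TE the 5 genes with the smallest adjusted p that rose and the 5 that fell, among genes past the threshold whose replicates did not overlap. For the comparison of the 2 mutants all genes past the threshold were named. *Ddx3y*, *Ttr*, *Folr1*, *Col1a1*, *Bglap*, *Myh1*, *Fgfbp3*, *Btaf1*, *Cpeb3* and *March5* fall outside this rule and were chosen after their values were seen. Experiments without deposited values, among them in situ hybridization, western blots, histology and the hippocampus, were left out, as was the pathway analysis, whose knowledge base is not available.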

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

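Of the tests in this part, some were chosen only after the result was seen. These are the tests of the other ribosomal protein genes as a set, of bone and muscle genes and of other splits of the mice.

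The paper's text discusses TE for 53 5'TOP genes and not for the ribosomal protein genes outside that list, although its Supplementary file 3 covers genes in general. The signal in these other genes is listed here because they lie outside the genes the paper discusses. The median log2 TE change of the 32 tested genes was 0.3857 in B6J.*Gtpbp1*-/- mice, with 30 of 32 positive, against 0.03 for all genes tested. None of the 32 had an adjusted p of at most 0.05 over all genes, 5 had with the adjustment over the 32 alone, and 9 had an unadjusted p under 0.05. The rotation test fry gave 0.0419 before adjustment and an adjusted p of 0.0837 from edgeR over 6 set tests, so the set did not pass after adjustment. The median of the set in each mouse was -0.428 ± 0.0985 in B6J and 0.0897 ± 0.265 in B6J.*Gtpbp1*-/- mice (SD, n = 3 each, exact permutation test, two-sided, p = 0.1, the smallest that 3 mice against 3 allow). The change came from footprints, whose median log2 fold change was 0.37, while that of RNA was 0.0017. The median log2 TE change was 0.08 in B6J-*Gtpbp2*-/- mice, but the median of the set in each library pair was -0.450 ± 0.101 in B6J and -0.145 ± 0.163 in B6J-*Gtpbp2*-/- mice (SD, n = 3 pairs each, exact permutation test, two-sided, p = 0.1), so by this measure the library pairs did not overlap there either. The difference between the mutants did not pass (adjusted p = 0.233 from edgeR's fry).

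Technical explanations were tested for this rise. These genes have short transcripts, with a median length of 386.7 bases against 2414 for all genes tested. Of 10000 random lists matched on transcript length and expression, 5.119% had a median log2 TE change as high, with a median over the lists of 0.2814, so most of the rise is also seen in other short transcripts and transcript length may account for it. For the 5'TOP genes the share of matched lists was 5.709%. RNA reads shared with ribosomal protein pseudogenes were a weaker explanation, since named pseudogenes took 3.206% ± 0.189 of the ribosomal protein RNA counts in B6J.*Gtpbp1*-/- and 3.229% ± 0.111 in B6J mice (SD, n = 3 each). Of the 4 splits of the 6 mice into 3 and 3 that part 3 same-numbered pairs, 1 gave a fry value as small for the other ribosomal protein genes, which was the real split. The 6 splits that part 1 pair gave values from 0.0910 to 0.890, and 3 mice against 3 cannot give a share under 0.1. The camera test gave 2.15e-09 for the set, but 2 of the 9 other splits gave a value as small, down to 6.9e-14, so camera does not set the genotype apart from other groupings of these mice. A biological cause cannot be told apart from transcript length or from chance.

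The paper does not discuss genes of bone or muscle. *Col1a1* had a log2 fold change of 1.808 in the footprints of B6J.*Gtpbp1*-/- against B6J mice (standard error 0.576, adjusted p = 0.257 from edgeR's test). It is listed here because its signal lies outside the genes the paper analyses and above the level in B6J mice. The 3 B6J.*Gtpbp1*-/- mice had 948, 833 and 1660 CPM, and the 3 B6J mice 110, 345 and 527.5 CPM. In RNA the log2 fold change of *Col1a1* was 0.20 (adjusted p = 0.566 from edgeR's test). Of 17 bone and muscle genes from a list of markers, 15 had a positive log2 fold change in footprints, with a median of 1.35, and 6 of 14 in RNA, with a median of -0.14. None of the 17 had an adjusted p of at most 0.05 in footprints, and 7 had an unadjusted p under 0.05. Bone and muscle carried over from the skull at dissection into the footprint samples is a candidate source of this signal, and no biological explanation was tested. RNA and footprint libraries were made from different mice in at least 2 cases, so such a carry-over would not have to be seen in both assays. In the TE test of B6J.*Gtpbp1*-/- mice, which uses the same footprints, 17 marker genes of all tissues listed were tested, 0 passed and 4 had an unadjusted p under 0.05.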

How the results depend on the processing

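The alternatives here were set before the data were examined, apart from sex as a covariate, limma-voom, all settings for footprints alone and the settings of the other ribosomal protein genes as a set, which were chosen only after the result was seen. Where a value changed, the cause was not tested.

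With an offset for transcript length 2234 genes passed in B6J.*Gtpbp1*-/- mice and 1355 in B6J-*Gtpbp2*-/- mice, against 3398 and 2146. With limma there were 2068 and 1239. DESeq2 gave 3409 genes in B6J-*Gtpbp2*-/- mice. Sex as a covariate gave 2301 genes in B6J.*Gtpbp1*-/- and 1071 in B6J-*Gtpbp2*-/- mice. In the latter comparison the only male was B6J replicate 2, so the covariate amounts to leaving out this mouse, which gave 1069 genes. A replicate block gave 2237 genes in B6J.*Gtpbp1*-/- mice, although RNA libraries of the same number were not alike (correlation of residuals -0.039 and -0.011 in the comparisons with B6J and 0.054 between the mutants). For footprints it was -0.211 in B6J.*Gtpbp1*-/- and 0.102 in B6J-*Gtpbp2*-/- mice. Leaving out each replicate gave from 1890 to 3798 genes in B6J.*Gtpbp1*-/- mice and from 953 to 2357 in B6J-*Gtpbp2*-/- mice. Of the genes that passed, 1619 and 723 also passed with each of the 6 replicates left out in turn. With upper quartile normalization the share of genes that were higher was 54.85% in B6J.*Gtpbp1*-/- and 53.3% in B6J-*Gtpbp2*-/- mice, against 42.64% and 41.85% with TMM, so which direction held the majority rested on the normalization. No setting moved the median log2 fold change of all genes further than the change of -0.0667 in TE in B6J-*Gtpbp2*-/- mice with protein-coding transcripts.

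Between the 2 mutants, DESeq2 gave 46 genes, no filter 36 and protein-coding transcripts 5, against 15. Sex as a covariate is left out here, since B6J.*Gtpbp1*-/- mice would enter that comparison with a single female. Leaving out each replicate gave from 9 to 17 genes, and 7 genes passed in all of these.

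For footprints in B6J.*Gtpbp1*-/- mice DESeq2 gave 406 genes, no filter 213 and a replicate block 44, against 104, and leaving out each replicate gave from 22 to 186. DESeq2 gave 655 genes and a replicate block 510 in B6J-*Gtpbp2*-/- mice, against 406, and leaving out each replicate gave from 106 to 619. The direction also depended on the mice. Without B6J replicate 3, 89 footprint genes were higher and 97 lower in B6J.*Gtpbp1*-/- mice, against 80 and 24 with all mice. For B6J-*Gtpbp2*-/- mice more genes were lower with all mice (176 higher and 230 lower), and more were higher without B6J-*Gtpbp2*-/- replicate 1 (55 and 51), 2 (83 and 68) or 3 (155 and 138) or B6J replicate 2 (96 and 90). Between the mutants, where 0 genes passed and 1523 had an unadjusted p under 0.05, DESeq2 gave 100, upper quartile normalization 3, no filter 15, a replicate block 1, and leaving out each replicate from 0 to 33. The footprint libraries held between 3630823 and 10442573 counts, which limits the changes that can be seen in genes with few footprints.

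For TE in B6J.*Gtpbp1*-/- mice, where 0 genes passed and 1170 had an unadjusted p under 0.05, DESeq2 gave 58 and protein-coding transcripts 1, and leaving out each replicate gave from 0 to 18. Where 1 gene passed, in B6J-*Gtpbp2*-/- mice, DESeq2 gave 160, protein-coding transcripts 2, all 18 libraries in a single model 11, and a replicate block, a block that pairs libraries within genotype, and limma-voom each gave 0, with 1534, 1340 and 1345 genes at an unadjusted p under 0.05. Leaving out each replicate gave from 0 to 42.

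With sex as a covariate the correlation of fold changes between the mutants was 0.8574, over the 2475 genes that passed in that test, against 0.9376 over 3642 genes, so the genes differ as well as the model, and leaving out each replicate gave from 0.8919 to 0.981. The share of pausing genes with changed expression in B6J.*Gtpbp1*-/- mice was from 21.77% to 33.99% with each replicate left out, against 33.07%. It no longer differed from matched lists without B6J replicate 2 (23.85%, permutation p = 0.126) or B6J replicate 3 (permutation p = 0.232). For B6J-*Gtpbp2*-/- mice the share was 17.08% with sex as a covariate, as it was without B6J replicate 2, where matched lists had 10.4% (permutation p = 0.0002). It was 21.07% for pauses in at least 1 library (permutation p = 0.0680) and from 15.35% to 29.7% with each replicate left out, against 26.73%. Spearman's rho of pause score and expression change, 0.0011, changed sign to -0.007343 with the highest score of a gene, to -0.07562 for genes listed in all 3 libraries and to -0.002758 with an offset for transcript length, and lay from -0.006635 to 0.0092 with each replicate left out, -0.003904 among them.

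For the 5'TOP genes in B6J.*Gtpbp1*-/- mice, camera gave 5.73e-08 for the same median of 0.339, where fry gave 0.0847 before adjustment. Camera gave values as small in 2 of the 9 other splits of the mice. With each replicate left out the median was from 0.1923 to 0.4549, and without B6J.*Gtpbp1*-/- replicate 2 fry gave 0.0166. DESeq2 called 1 of these genes. In B6J-*Gtpbp2*-/- mice the median of 0.0393 changed sign to -0.01596 with protein-coding transcripts, to -0.007528 with all 18 libraries and to -0.0801 without B6J-*Gtpbp2*-/- replicate 1, the lowest value against a highest of 0.1256. For the other ribosomal protein genes in B6J.*Gtpbp1*-/- mice, the block that pairs libraries gave a median of 0.3804 (fry 0.0702 before adjustment), and leaving out each replicate gave from 0.2612 to 0.4986, of which 5 no longer passed before adjustment, with medians of 0.3996, 0.3308, 0.3461, 0.2612 and 0.3125. DESeq2 called 2 of them in each mutant, all 18 libraries called 1 in B6J-*Gtpbp2*-/- mice, and leaving out each replicate called from 0 to 1 in both. Their median of 0.0818 in B6J-*Gtpbp2*-/- mice lay from -0.04817 to 0.1471 with each replicate left out, with -0.01208 without B6J replicate 3.

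The count of ATF4 targets of Fig. 3A that rose, *Atf4* included, was 21 under every alternative set in advance that kept all replicates, 20 with sex as a covariate and 19 at the lowest with a replicate left out. The log2 fold change of *Gtpbp2* in B6J-*Gtpbp2*-/- mice changed sign to 0.317 with an offset for transcript length and to 0.3152 with limma. Over the 64 values of named genes, 982 alternatives were run, of which 890 kept direction and side of the threshold, 73 were weaker, 17 stronger and 2 reversed.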

Differences from the paper's values

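No test in this part was chosen only after the result was seen, apart from the settings named as such.

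The paper reports 27 genes that differ between the 2 mutants, and 15 genes were found here. Of the alternatives set before the data were examined, no filter on low counts gave 36 genes, within 1.5 times the paper's number. DESeq2 with 46, upper quartile normalization with 16, an offset for transcript length with 10, limma with 10, filterByExpr with 14, all 9 libraries with 16, a replicate block with 15, protein-coding transcripts with 5 and the settings that left out a replicate, from 9 to 17, did not come within it.

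The paper gives a Spearman correlation of 0.0405 between pause score and expression change in B6J.*Gtpbp1*-/- mice, and 0.001132 was found here. None of the alternatives set before the data were examined closed the gap. The highest score of a gene gave -0.007343, genes listed in all 3 libraries gave -0.07562, an offset for transcript length gave -0.002758, and leaving out each replicate gave from -0.006635 to 0.0092. The paper averaged the scores of a gene's transcripts and included genes by a threshold on reads. Only pause scores above the paper's threshold are given in its supplement, so this could not be repeated. Where several values were listed for a gene in a library, the highest was taken. The alternatives run here therefore cannot tell whether the difference in genes and scores caused the gap.

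The paper states that 1 of the 53 5'TOP genes, *Rps29*, had an altered TE in B6J.*Gtpbp1*-/- mice, and 0 genes passed here, while 9 had an unadjusted p under 0.05. DESeq2, the engine that the paper's methods name for its TE tests, gave 1 gene, *Rps29*, with an adjusted p of 0.00883. On simulated data 22.2% of the TE calls of DESeq2 were false in a design like this one, against 7.7% for edgeR's test. These shares come from a single simulation with larger changes, so they cannot tell whether the call of *Rps29* is false. The other alternatives set before the data were examined gave 0, and the adjusted p of *Rps29* lay between 0.115 and 0.928 in them. In B6J-*Gtpbp2*-/- mice the paper states that 1 gene, *Rplp0*, had an altered TE, and 0 genes passed here, while 5 had an unadjusted p under 0.05. None of the alternatives set before the data were examined called a gene of the list. The adjusted p of *Rplp0* was 0.331 in edgeR's test and between 0.113, with DESeq2, and 0.633 in the alternatives.

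The first part of the TE lists in the paper's Supplementary file 3 gives 80 genes for B6J.*Gtpbp1*-/- and 301 genes for B6J-*Gtpbp2*-/- mice as changed. Of the 77 and 284 of them tested here, 0 and 1 passed, and all 77 and 284 changed in the paper's direction. DESeq2 called 40 and 132 of them. Without B6J replicate 3, 4 and 19 passed.

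Fig. 2E labels *Arl6ip1* and *Eef1a1* among pausing genes with changed expression in B6J.*Gtpbp1*-/- mice. Their log2 fold changes here were -0.12 (adjusted p = 0.447 from edgeR's test) and 0.25 (adjusted p = 0.0558). *Eef1a1* passed with DESeq2 (adjusted p = 0.00181), upper quartile normalization (0.0196), limma (0.0382), filterByExpr (0.0499) and protein-coding transcripts (0.0355), and not under the other alternatives (up to 0.180). *Arl6ip1* passed under none of the alternatives run, with an adjusted p between 0.204 and 0.814.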

Other observations

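Of the tests in this part, those of the genes that differ between the mutants other than the test of DNA near *Gtpbp1*, and those of genes of low expression, of the correlation between the mutants other than the test over 3642 genes, of *Ttr*, of pausing genes in 1 library and of other splits of the mice for single genes and gene sets were chosen only after the result was seen.

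For the splits, the 6 mice of a comparison were divided into 3 and 3 in each of the 10 possible ways. For TE, footprint and RNA libraries of the same genotype and number were moved together, although they need not share a mouse. Of these, 4 part 3 same-numbered pairs as the real split does, and 6 part 1 pair. For RNA, 1 of the 4 gave as many genes as the real split in B6J.*Gtpbp1*-/- mice, 1 in B6J-*Gtpbp2*-/- mice and 1 between the mutants, each time the real split, while the others gave 0, 0 and at most 2 genes, and the splits that part 1 pair at most 5, 0 and 0. For footprints, 1 of 4 splits gave as many genes in B6J.*Gtpbp1*-/- mice, with at most 3 in the others and 4 in those that part 1 pair, and 1 of 4 in B6J-*Gtpbp2*-/- mice, with 0 in the others. Between the mutants all 4 splits gave as many footprint genes, since the real split gave 0, while 1523 genes had an unadjusted p under 0.05. For TE, all 4 splits gave as many genes in B6J.*Gtpbp1*-/- mice, where the real split gave 0 and 1170 genes had an unadjusted p under 0.05, and 1 of 4 in B6J-*Gtpbp2*-/- mice. For the 5'TOP genes 1 of 4 splits gave a fry value as small in B6J.*Gtpbp1*-/- mice, although a split that parts 1 pair gave 0.0741, and 3 of 4 in B6J-*Gtpbp2*-/- mice, where another split gave 0.0287. For the TE of the ATF4 targets 1 of 4 splits gave a value as small in B6J.*Gtpbp1*-/- mice and 1 in B6J-*Gtpbp2*-/- mice. The share of pausing genes with changed expression was as large in 1 of 4 splits in both mutants, and the count of ATF4 targets that rose in 1 of 4, with 0 in every other split. With 3 mice against 3, the share of splits cannot fall under 0.1, so chance cannot be excluded in this way.

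The 15 genes that differ between the mutants may mark a few regions of the genome that differ between the lines. Of the 15, 7 lie within 1 Mb of another, all on chromosome 4, against at most 6 in 10000 random lists (p = 1e-04 by permutation, the smallest these lists can give). Reads shared between copies of these genes would leave their sum unchanged, but the summed count of the 16 tested genes of the interval changed by a log2 ratio of -2.295 between the mutants, from 136.4 ± 21.7 CPM in B6J-*Gtpbp2*-/- to 27.8 ± 2.45 in B6J.*Gtpbp1*-/- mice (SD, n = 3 each). The sex of the mice was not balanced, since all B6J-*Gtpbp2*-/- mice of the RNA libraries were female and 2 of 3 B6J.*Gtpbp1*-/- mice were male. None of the 15 (0) lie on X or Y, but X and Y hold only 3.11% of the genes tested, so this says little. The female B6J.*Gtpbp1*-/- mouse, replicate 3, lay outside the range of the B6J-*Gtpbp2*-/- mice for all 15 genes. In all 15 the 2 genotypes do not overlap, so this was already given, and it rests on 1 mouse. It therefore cannot exclude an effect of sex. With sex as a covariate the comparison of the mutants rests on B6J.*Gtpbp1*-/- replicate 3 alone, since all B6J-*Gtpbp2*-/- mice were female. The direction of all 15 genes was therefore already given there as well. DNA from another strain near *Gtpbp1* was not seen, because 7 of 283 genes within 5 Mb had an unadjusted p of at most 0.05, or 2.47% against 3.58% of the others (Fisher's exact test, two-sided, p = 0.418). A difference in the DNA of the lines, unrelated to the loss of the genes, is a hypothesis that RNA cannot test further.

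*Ide*, *Fgfbp3* and *Btaf1* on chromosome 19 were higher in B6J.*Gtpbp1*-/- than in B6J-*Gtpbp2*-/- mice, with log2 fold changes of 1.13, 1.12 and 0.59, although only *Ide* passed the test. A duplication of the whole stretch from *Fgfbp3* to *Ide* might raise all its genes, but those between, *Cpeb3* and *March5*, had log2 fold changes of -0.03 and 0.07811. No other explanation was tested.

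*Pafah1b2* counts moved between transcripts in B6J.*Gtpbp1*-/- mice. The TPM of *Pafah1b2*-202 rose from 0.743 ± 0.939 in B6J to 38.1 ± 4.23, while that of *Pafah1b2*-201 fell from 65.8 ± 2.50 to 44.5 ± 0.638 and that of *Pafah1b2*-203 from 20.5 ± 1.82 to 1.20 ± 0.866 (SD, n = 3 each). The TPM summed over its transcripts changed by a log2 ratio of -0.106, so the change in counts of the gene may reflect a change of transcript and not of the amount of mRNA.

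The correlation of fold changes between the mutants could rest on the B6J libraries that both comparisons share. With different B6J libraries for the 2 comparisons the lowest of 6 values of r was 0.886, but the 3642 genes had been chosen with the shared libraries. Over all 24031 genes r was 0.844 with shared and from 0.291 to 0.456 with different B6J libraries, but these also differ in the number of libraries. With 1 B6J library for each mutant, r over all genes was from 0.861 to 0.928 when it was the same library and from 0.225 to 0.399 when it was not, so sharing raised r over all genes. When the genes were those that passed in B6J.*Gtpbp1*-/- mice against 2 B6J libraries, and B6J-*Gtpbp2*-/- mice were compared with the third, r was 0.856, 0.811 and 0.786. With the mutants exchanged it was 0.893, 0.865 and 0.734. The direction was the same for 97.2%, 95.55% and 92.23% of the genes chosen in B6J.*Gtpbp1*-/- mice. For those chosen in B6J-*Gtpbp2*-/- mice it was the same for 98.85%, 98.04% and 92.16%. Part of the correlation may come from the shared libraries, and a correlation remains without them.

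Genes of low expression tended to be higher in both mutants. In the lowest decile of expression the median log2 fold change was 0.40 in B6J.*Gtpbp1*-/- and 0.40 in B6J-*Gtpbp2*-/- mice, against -0.10 and -0.10 in the highest decile, and it was -0.02 between the mutants. Of the genes past the threshold in the lowest 3 deciles, 130 of 143 were higher in B6J.*Gtpbp1*-/- mice and 67 of 69 in B6J-*Gtpbp2*-/- mice. It could come in large part from fewer genes detected in B6J replicates 1 and 3, which had 26209 and 26118 genes with a count, against 29555 in B6J replicate 2 and 29700 to 31306 in the mutants. With at least 5 counts there were 23557 and 23575 genes in replicates 1 and 3, 23839 in replicate 2 and 23871 to 25393 in the mutants. In the lowest decile the median log2 ratio of B6J.*Gtpbp1*-/- mice to B6J replicates 1, 2 and 3 was 0.481, 0.136 and 0.680, and that of B6J-*Gtpbp2*-/- mice 0.543, 0.188 and 0.745, so most of the rise was against replicates 1 and 3. Higher totals in the mutants do not explain it, since their median total was 47660601 counts against 50301391 in B6J mice. A difference in preparation, which the labels do not record, cannot be told apart from an effect of genotype in what remains.

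The 20 genes labelled as ATF4 targets rose less in footprints than in RNA. Their median log2 TE change was -0.59 in B6J.*Gtpbp1*-/- and -0.58 in B6J-*Gtpbp2*-/- mice, negative for 18 of 20 in both. Over all genes 0 passed the test, with the adjustment over the 20 alone 5 and 4 passed, and 7 and 9 had an unadjusted p under 0.05. The median of the set in each pair of same-numbered libraries was lower in all mutant than in all B6J pairs in both comparisons (exact permutation test, two-sided, p = 0.1 in both, the smallest that 3 against 3 allow). As a set the fry values were 0.0236 and 0.00853 before adjustment, and over the 6 set tests the adjusted p from edgeR was 0.0708 and 0.0512, so neither passed. With protein-coding transcripts the median in B6J.*Gtpbp1*-/- mice was -0.5718 and with TMM within each assay -0.5982, so removing reads from non-coding transcripts changed it little in B6J.*Gtpbp1*-/- mice, and this was not examined in B6J-*Gtpbp2*-/- mice. The second scaling was close to the first, so scaling cannot be excluded in this way. Genes picked for a rise in RNA could show this by selection. The 62 other genes past the threshold with more footprints had a median of 0.2971, but they were picked for their footprints, so this comparison cannot settle it. The 37 other genes with as large a rise in RNA had a median of -0.6046, negative for 31, so the pattern may be one of genes with a large rise in RNA and not of ATF4 targets.

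*Ttr*, a gene of the choroid plexus, had from 48.3 to 13480 CPM in the footprint libraries. Over the 9 libraries its log2 CPM had a Pearson's r of 0.9906 (permutation p = 1.38e-05) and a Spearman's rho of 0.95 (permutation p = 0.000353) with the mean of 7 other listed choroid plexus genes, and r was 0.98 without the 2 libraries farthest from the median. Each genotype had libraries with low and high values, so choroid plexus carried over in some samples is a candidate explanation that varies within genotypes. The relation cannot be computed within a genotype with 3 libraries.

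The paper lists many pausing genes in 1 library only. Footprints too few for detection in every library may account for part of this, since in the quartile with the most footprints 66.44% of the B6J.*Gtpbp1*-/- genes were listed in at least 2 libraries, against 27.2% in the lowest. The size of the footprint library had a Spearman's rho of 0.3143 with the number of pausing genes over the 6 mutant libraries (exact permutation p = 0.564, Pearson's r = 0.473, permutation p = 0.322), and r was -0.101 without the 2 libraries farthest from the median, so no relation was shown, and 6 libraries cannot exclude it.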
